# The transcriptome landscape of the carcinogenic treatment response in the blind mole rat: insights into cancer resistance mechanisms

**DOI:** 10.1186/s12864-018-5417-z

**Published:** 2019-01-08

**Authors:** Robert Altwasser, Arnon Paz, Abraham Korol, Irena Manov, Aaron Avivi, Imad Shams

**Keywords:** Cancer, Fanconi anemia, Spalax, Cancer-resistance, Extracellular matrix

## Abstract

**Background:**

*Spalax*, the blind mole rat, developed an extraordinary cancer resistance during 40 million years of evolution in a subterranean, hypoxic, thus DNA damaging, habitat. In 50 years of *Spalax* research, no spontaneous cancer development has been observed. The mechanisms underlying this resistance are still not clarified. We investigated the genetic difference between *Spalax* and mice that might enable the *Spalax* relative resistance to cancer development. We compared *Spalax* and mice responses to a treatment with the carcinogen 3-Methylcholantrene, as a model to assess *Spalax*’ cancer-resistance.

**Results:**

We compared RNA-Seq data of untreated *Spalax* to *Spalax* with a tumor and identified a high number of differentially expressed genes. We filtered these genes by their expression in tolerant *Spalax* that resisted the 3MCA, and in mice, and found 25 genes with a consistent expression pattern in the samples susceptible to cancer among species.

Contrasting the expressed genes in *Spalax* with benign granulomas to those in *Spalax* with malignant fibrosarcomas elucidated significant differences in several pathways, mainly related to the extracellular matrix and the immune system. We found a central cluster of ECM genes that differ greatly between conditions.

Further analysis of these genes revealed potential microRNA targets.

We also found higher levels of gene expression of some DNA repair pathways in *Spalax* than in other murines, like the majority of Fanconi Anemia pathway.

**Conclusion:**

The comparison of the treated with the untreated tissue revealed a regulatory complex that might give an answer how *Spalax* is able to restrict the tumor growth. By remodeling the extracellular matrix, the possible growth is limited, and the proliferation of cancer cells was potentially prevented. We hypothesize that this regulatory cluster plays a major role in the cancer resistance of *Spalax*. Furthermore, we identified 25 additional candidate genes that showed a distinct expression pattern in untreated or tolerant *Spalax* compared to animals that developed a developed either a benign or malignant tumor. While further study is necessary, we believe that these genes may serve as candidate markers in cancer detection.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5417-z) contains supplementary material, which is available to authorized users.

## Background

The long-lived (> 20 years) subterranean rodent *Spalax* (genus *Spalax ehrenbergi* complex) is a solitary inhabitant of sealed underground burrows in the Eastern Mediterranean region [1]. While these tunnels protect the animals from predation and climatic extremes, they are also prone to sharp drops in O_2_ levels, which can reach ~ 7% in the rainy season [2]. During these periods, *Spalax* performs intensive digging work under low O_2_ conditions and rapid re-oxygenation. *Spalax* displays an extraordinary hypoxia tolerance that has evolved over 40 million years of the species existence in habitats with frequent drops in oxygen. In the laboratory, *Spalax* can survive 3% O_2_ levels, which makes it one of the most hypoxia-tolerant animals known [3, 4]. The extraordinary hypoxia tolerance of *Spalax* is achieved through several morphological and physiological mechanisms of respiration-related genes and their regulation [3–5] including high blood vessel density, which results in a shorter diffusion distance for oxygen and high levels of activity compared to other murine species [3–5].

The mitochondria’s increased production of reactive oxygen species has been observed [6] under hypoxia/reoxygenation cycles, which in turn leads to oxidative stress and damage to the DNA. Because hypoxia also causes dNTP depletion and the repression of DNA repair pathways [5] *Spalax* has fine-tuned various hypoxia-tolerance strategies during its life history, which seems to have driven a large degree of resistance against cancer development in order to allow survival and fitness in its subterranean habitat. Indeed, spontaneous cancer has never been observed during decades of research on *Spalax*. A key mechanism that contributes to cancer prevention is the high repair capacity constantly high expression of DNA repair and editing machinery, especially genes associated with the Fanconi anemia DNA repair pathway in *Spalax* [5, 7, 8]. Another notable mechanism is the heparanase alternatively spliced variant, which inhibits extracellular matrix degradation, tumor growth, and metastasis [9].

A previous study has reported that *Spalax* individuals are predominantly resistant to carcinogenic compound treatment and that fibroblasts play a prominent role in this resistance [10] In that study, *Spalax* fibroblasts were able to inhibit growth and kill adjacent cancer cells of humans and other mammals via direct cell-to-cell interaction in co-culture models, or via fibroblast-generated conditioned medium when transferred to cancer cells growing alone. This scenario was accompanied by decreased cancer cell viability, disturbed cell cycle progression, nuclei deformation, and mitochondrial fragmentation.

In the current investigation, we have attempted to elucidate some of *Spalax*’s molecular mechanisms that enable cancer resistance at the gene-regulation level. We compared the response of *Spalax* and mice to a single subcutaneous injection of the chemical carcinogen 3-methylcholanthrene (3MCA) to the left flank of the neck. All 12 injected mice developed the expected fibrosarcoma tumor 10 to 14 weeks following the injection. Out of the 22 injected *Spalax* individuals, however, two animals developed a benign granuloma after 14 and 16 months, and only two developed the expected fibrosarcoma 18 months [10] and 30 months (reported here) after the injection.

By comparing the transcriptome of *Spalax*’s and mice’s injected versus uninjected tissues and untreated samples, we unraveled differences in the regulation of some of the major genes and pathways that seem to contribute to *Spalax*’s significantly high cancer resistance. We found a higher elevation of anti-cancer pathways in *Spalax* and that many of the differentially regulated genes belong to three major groups: the innate immune system, the extracellular matrix (ECM), and DNA repair machinery. We have concluded that the stronger activity of the *Spalax*’s innate immune system and the elevated expression of tumor suppressor genes related to the ECM compared to those in mice, may play an important role in *Spalax* tumor surveillance. These regulations, together with the *Spalax*’s basic higher levels of expression of genes that belong to DNA damage repair pathways and DNA metabolism, may enable *Spalax*’s higher tolerance to carcinogens (in particular 3MCA) and to its generally extraordinary cancer resistance.

## Results

*Spalax* and mice were treated with the carcinogen 3MCA; muscle tissue samples were then collected from the injection site, the developed tumor, the opposite (uninjected) side, or the untreated control (Details shown in Table 1). Since we had samples from various conditions, we tried to organize the investigation in the following fashion. To uncover a possible genetic predisposition to cancer resistance and cancer influence on the surrounding tissue, we compared tissue from untreated *Spalax* to tissue taken from the uninjected side of the neck of *Spalax* with tumor growth. We extended this comparison to tissue from mice (which we consider tumor susceptible) to identify genes related to universal cancer development (Fig. 1).

**Table 1:** List of animals used in this study

Species	ID	Name	Sex	Treated	Diagnosis	# Samples		Time of operation
						UIS	IS	
*Spalax*	1042	*Spalax* control	F	–	healthy	1x	–	–
*Spalax*	1075	*Spalax* control	F	–	healthy	1x	–	–
*Spalax*	2095	*Spalax* control	F	–	healthy	1x	–	–
*Spalax*	6038	*Spalax* control	F	–	healthy	1x	–	–
*Spalax*	2251	*Spalax* tolerant	M	3MCA	healthy	–	1x	18 months
*Spalax*	2261	*Spalax* tolerant	M	3MCA	healthy	–	1x	18 months
*Spalax*	2218	*Spalax* tolerant	M	3MCA	healthy	–	1x	30 months
*Spalax*	2375	*Spalax* tolerant	F	3MCA	healthy	–	1x	30 months
*Spalax*	600	*Spalax* granuloma	F	3MCA	granuloma	1x	1x	14 months
*Spalax*	976	*Spalax* granuloma	F	3MCA	granuloma	1x	1x	16 months
*Spalax*	2240	*Spalax* fibrosarcoma	F	3MCA	fibrosarcoma	1x	1x	18 months
*Spalax*	2230	*Spalax* fibrosarcoma	M	3MCA	fibrosarcoma	1x	1x	30 months
mice	M1	mice control	M	–	healthy	1x	–	–
mice	M2	mice control	M	–	healthy	1x	–	–
mice	M5	mice control	M	–	healthy	1x	–	–
mice	1019	mice	M	3MCA	fibrosarcoma	1x	1x	14 weeks
mice	1023	mice	M	3MCA	fibrosarcoma	1x	1x	12 weeks
mice	512	mice	M	3MCA	fibrosarcoma	1x	1x	11 weeks

Outlining the animals used in this study. The number of samples is separated into the uninjected side and injected side. The time of operation is the time after treatment with 3MCA

**Fig. 1:**
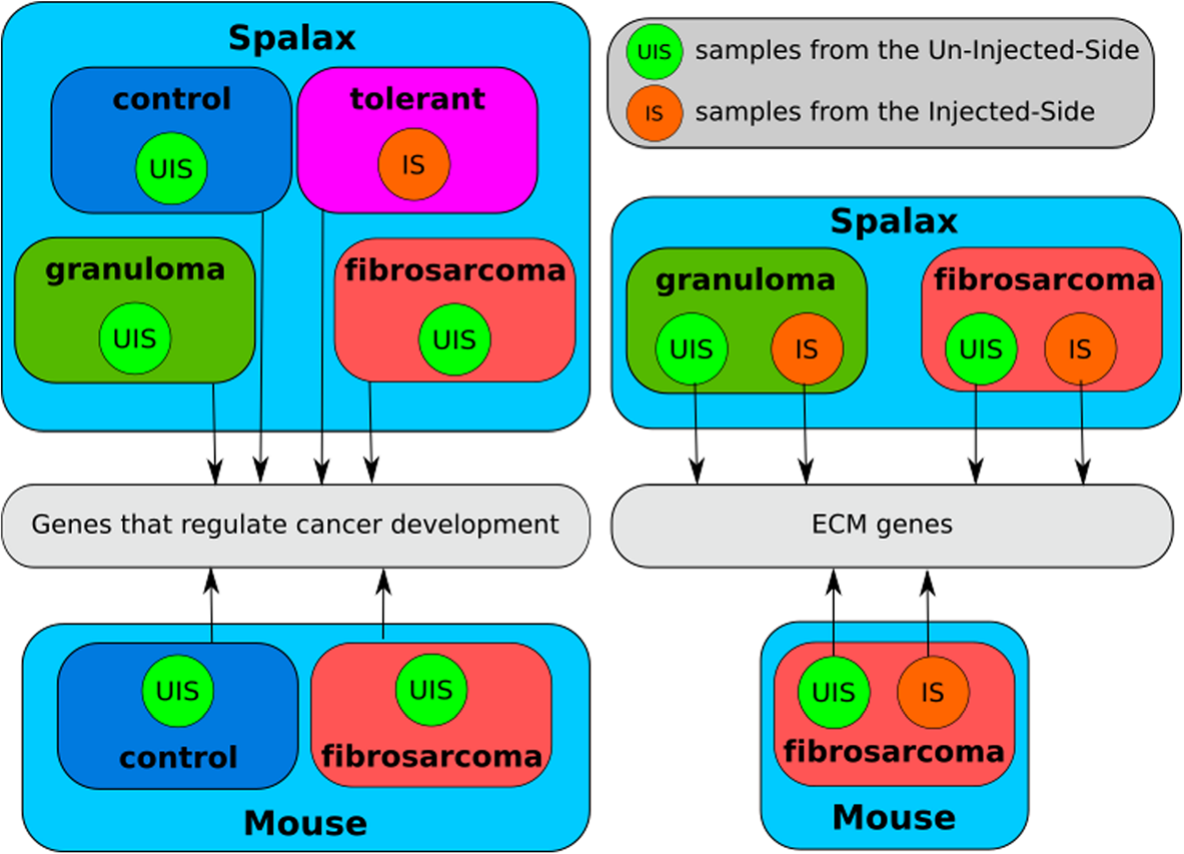
Data sets used in the specific experiments. *Diagram depicting the data usage of the experiments*

In an attempt to uncover cancer-resistance mechanisms and to further understand what makes *Spalax* generally different in its non-susceptibility to cancer induction, we compared samples from tumor-resistant *Spalax* with samples retrieved from four *Spalax* individuals that failed to resist chemical carcinogenesis to different degrees.

### Identification of genes expressed in carcinogen-tolerant *Spalax*

We took samples from various conditions in *Spalax* and mice (Table 1). Four samples of untreated *Spalax* animals as the control group were used, as well as four samples from animals that were injected but did not develop tumors after 18 and 30 months, which we term “*Spalax* tolerant.” Out of 22 treated *Spalax*, four developed a tumor: two a malignant fibrosarcoma and two a benign granuloma. The granuloma samples were pathologically defined as spindle cell proliferation reflecting fibrosis at the site of an incompletely resolved inflammation, whereas fibrosarcomas were described as highly mitotic and heavily inflamed spindle and epithelioid cell tumors [10]. From these animals, samples were taken from the injected side, or IS (i.e., from the tumor), and from the uninjected side (UIS) of the neck. All treated mice developed a tumor. Samples were also taken from three mice on the IS with the tumor and the UIS. In addition, samples from three untreated control mice were used as control.

After filtering, trimming, and mapping these RNA-Seq samples, we investigated the effects of the 3MCA treatment and the relation between these samples. We then clustered the expression values (Fig. 2). The analysis showed a separation of the samples by phenotype first, and then by species. The samples of *Spalax* untreated control and “*Spalax* tolerant” were direct neighbors. Close to this subgroup were the UIS samples of *Spalax* with fibrosarcoma and then granuloma. Mice control and mice UIS samples were also paired together but were still closer to the non-carcinogenic tissues of *Spalax* than to the carcinogenic tissue samples. All samples taken from tumor tissue were clustered in the same branch, first pairing samples from *Spalax* and then mice.

**Fig. 2:**
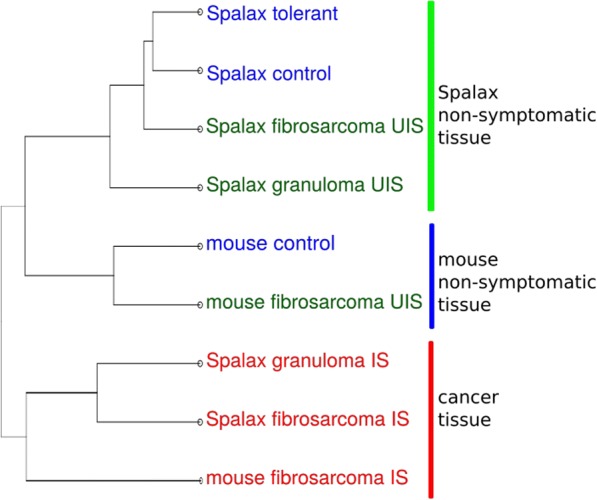
Clustering of the logarithmized expression values. The samples of *Spalax* with no tumor growth group are in one clade, accompanied by samples without symptoms. The non-symptomatic mouse samples were grouped together as well. All samples that were taken from tumor growth are shown in red

Because the development of tumors has an extensive impact on gene expression, it is generally difficult to distinguish between expression changes that allow tumor growth from those that are subsequently induced by the tumor. To assess how cancer development in *Spalax* affects genome expression in the neighboring tissues, we compared the *Spalax* control with the *Spalax* UIS from the animals with tumors by pooling them together. We discovered 68 annotated genes to be differentially expressed (Additional file 1: Table S2). To determine which of these 68 genes could be considered as plausible candidates for cancer susceptibility, we added mice samples to the analysis. Mice have a very low cancer resistance, so we were interested in the expression behavior of these genes in mice samples. We clustered the 68 genes according to their expression patterns and included all data sets at our disposal, excluding tumor tissue, namely *Spalax* UIS (of granuloma and fibrosarcoma bearing animals), mice control, and mice UIS (fibrosarcoma bearing). In this part of the study we omitted the tumor tissue to avoid introducing the large variances found in tumors.

In this clustering, we found 25 genes with distinct expression patterns (Fig. 3). Twelve of these genes displayed a general up-regulation in the susceptible samples compared to the *Spalax* control. These genes contain known cancer-related genes such as *Jak3*, *Foxo1*, and *Cdkn1a* (p21). The remaining 13 genes showed a general down-regulation in the susceptible tissue samples, i.e., of mice and tumor-bearing *Spalax*. We found known cancer-related genes such as *Ntrk1*, *Serpina6*, *Nme3*, and *Sstr4*. We also found significant differences in the level of expression of mitochondrial uncoupling protein (UCP1) in tumor-resistant samples (*Spalax* control and *Spalax* UIS cancer negative) in comparison with the cancer-sensitive group (mouse control, mouse UIS, and *Spalax* UIS cancer positive). The low level of UCP1 expression in the tolerant samples may have reflected a high level of natural defenses against cancer via mitochondrial homeostasis. Nucleoside diphosphate alkylase 2 (NME2), which is an active cancer suppressor, was highly expressed in *Spalax* tissues (Fig. 3).

**Fig. 3:**
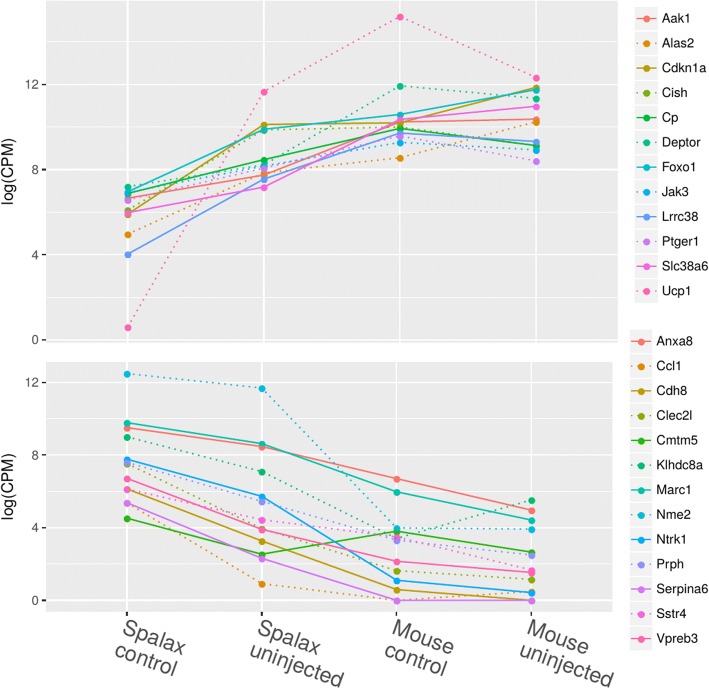
Genes that show the same pattern in *Spalax* control vs. all other samples. The Spalax uninjected pools sample includes both Spalax with fibrosarcoma and granuloma. While Spalax tolerant resisted the 3MCA injection, Spalax uninjected, mouse control, and mouse uninjected are considered “susceptible” to tumor growth. The upper diagram shows genes that are generally up-regulated in all susceptible samples; the lower diagram shows genes that are generally down-regulated

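Small RNA was sequenced from the injected side (IS), where 3-methylcholanthrene (3MCA), a chemical carcinogen, had been given and a tumor had grown, and from the uninjected side (UIS), the untreated side of the same animals. The 14 libraries analysed here came from 4 *Spalax* and 3 mice, with 2 libraries in each *Spalax* condition and 3 in each mouse condition. *Spalax* animals 600 and 976 bore granulomas, which are benign, and were sampled 14 and 16 months after the injection. *Spalax* animals 2240 and 2230 bore fibrosarcomas, which are malignant, and were sampled 18 and 30 months after it. Mice 512, 1023 and 1019 bore fibrosarcomas and were sampled 11, 12 and 14 weeks after it. The mouse UIS library listed for mouse 1019 carries another animal number in the deposited table, so it was used as a replicate of its condition and was not paired. The libraries were made with a TruSeq small RNA kit and sequenced on a single lane, and the paper's methods name 2 different HiSeq instruments for them, 1 of which the sample labels also name. The authors trimmed the adaptors, mapped the reads with mirDeep, a program for finding and counting microRNAs, and deposited a table for each species, each with the same 1326 mouse microRNA names. The deposited values are reads divided by a size factor for each library, equal to DESeq2's median-of-ratios factor. Multiplying by that factor gave whole reads for 100% of the values. The factors of the *Spalax* table rest on libraries of both species, and those of the mouse table on the mouse libraries alone, so levels were not compared between the species.

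At the IS, 3573253 and 3534623 reads were counted on microRNAs in the granulomas of animals 600 and 976, and 2034574 and 7991923 in the fibrosarcomas of animals 2240 and 2230. At the UIS, the granuloma-bearing animals gave 11557482 and 12370823 reads and the fibrosarcoma-bearing *Spalax* 13046355 and 11777494. The mouse libraries held 3455106, 5648788 and 9574014 reads at the IS and 11446933, 13463144 and 13982842 at the UIS. The smallest share of a library that its depth can show, 3 reads, lay between 2.15e-05% and 0.000147%, which covers counting error only. The sides also differed in which microRNAs took the reads. MicroRNAs of a list of muscle microRNAs, miR-1, miR-133, miR-206, miR-208b and miR-499, took 36.3% ± 1.44 (SD, n = 2) of the reads at the UIS of granuloma-bearing *Spalax*, 35.9% ± 0.912 (SD, n = 2) at the UIS of fibrosarcoma-bearing *Spalax* and 28.7% ± 1.06 (SD, n = 3) at the UIS of mice. At the IS they took 0.0875% ± 0.110 (SD, n = 2) in granuloma, 0.0122% ± 0.00144 (SD, n = 2) in *Spalax* fibrosarcoma and 2.18% ± 2.00 (SD, n = 3) in mouse fibrosarcoma. Within animals, the share was lower at the IS in 6 of 6 pairs, with a mean difference of -32.4 ± 5.84 percentage points (SD; exact paired permutation test by sign flips, two-sided, p = 0.0312, the smallest p that 6 pairs allow). The 10 most abundant microRNAs held between 46.8% and 86.3% of each library, so the scaling between libraries rests on the choice of size factors.

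For the tests, 1 was added to each deposited value and the sum was log2 transformed. MicroRNAs with a value of at least 10 in at least 2 *Spalax* libraries, or in at least 3 mouse libraries, were tested with limma, a linear model with a spread shared across microRNAs. The 8 *Spalax* libraries were fitted together and the 6 mouse libraries separately. The added 1 shrinks the fold changes of microRNAs with few reads. A library with no reads can still make a fold change larger than DESeq2 gives, as for miR-370-3p in mice. P-values were adjusted over all microRNAs tested by the Benjamini-Hochberg method.

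**Figure D1:**
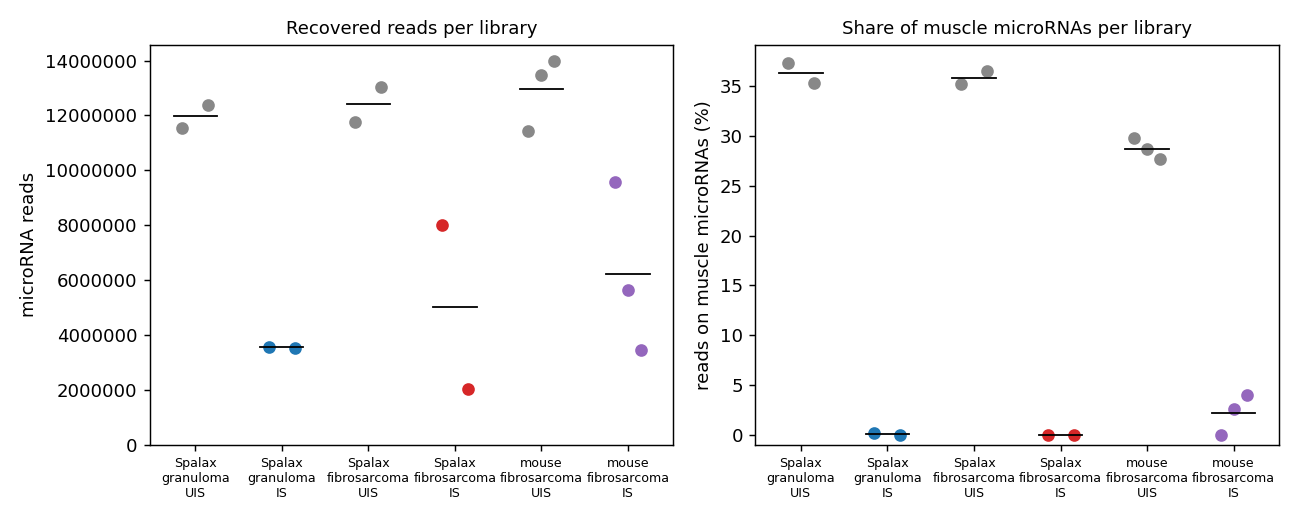
Reads counted on microRNAs (left) and the percent of them on muscle microRNAs (right) in each library, by species, tumor type and side, with a point for each library and a line at each mean. The UIS libraries hold 11446933 reads or more and lie above all IS libraries in both panels.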

We then conducted microRNA analysis in *Spalax* and mice tumor-bearing individuals. microRNAs are small (~ 22 nucleotides) non-coding RNA molecules. They act as post-transcriptional modifiers that can silence a gene. We found nine microRNAs that were connected to the candidate genes, either as microRNA regulators or as potential targets. Differential expression analysis was performed for the comparison of UIS vs. IS in granulomas and fibrosarcomas in *Spalax* as well as for fibrosarcomas in mice (Additional file 1: Table S3). 

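In *Spalax* granuloma, 216 of the 447 microRNAs tested had an adjusted p-value under 0.05, of which 114 were higher at the IS and 102 were lower. In *Spalax* fibrosarcoma the number was 167 of 447, with 68 higher and 99 lower, and in mouse fibrosarcoma it was 316 of 547, with 176 higher and 140 lower. The IS and UIS libraries of a number come from the same animal, and their deviations from the group means correlated across microRNAs at 0.0970 in granuloma, 0.0184 in *Spalax* fibrosarcoma and 0.0521 in the 2 numbered mouse pairs. With the animal as a replicate block, the numbers were 210 in granuloma, 151 in *Spalax* fibrosarcoma and 227 in mouse fibrosarcoma, of which 194, 143 and 217 were also found without the block. In mice, the change with the block rests on the 2 numbered pairs alone. The other tumor and the other uninjected library have no partner and do not enter it. Scaling the reads to the library totals gave 306, 239 and 441, of which 160, 106 and 218 were among those found with the authors' size factors. Under that scaling, 85.3% of the microRNAs past the threshold in granuloma were higher at the IS against 52.8% with the authors' size factors, 84.1% against 40.7% in *Spalax* fibrosarcoma and 93.4% against 55.7% in mouse fibrosarcoma. The median log2 fold change of all microRNAs tested moved from 0.13 to 2.02 in granuloma, from -0.23 to 1.46 in *Spalax* fibrosarcoma and from 0.21 to 2.80 in mouse fibrosarcoma. With TMM factors, another kind of size factor, the shares higher at the IS were 55.1%, 38.4% and 61.5% in edgeR. In limma with the muscle microRNAs also left out they were 53.2%, 36.6% and 62.5%.

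The largest falls past the threshold in granuloma were those of miR-1a-3p, with a log2 fold change of -11.86 (standard error 0.90), miR-133a-3p, with -11.69 (standard error 1.10), and miR-135a-5p, which had no read at the IS and was at least 861-fold lower there. In *Spalax* fibrosarcoma they were those of miR-133a-5p, at least 1858-fold lower at the IS, miR-133a-3p, with -13.24 (standard error 1.10), and miR-1a-3p, with -13.03 (standard error 0.90). In mouse fibrosarcoma the log2 fold changes of miR-133a-3p, miR-1a-3p and miR-133a-5p were -8.44, -8.07 and -7.43 (standard errors 2.17, 1.89 and 2.37), and with the replicate block they were -5.75, -5.69 and -4.40. The block values do not use the tumor of mouse 1019, which had the smallest muscle share of the mouse tumors (0.0101%). The largest rises were those of miR-496a-3p in granuloma, with a log2 fold change of 4.90 (standard error 0.79), and of miR-503-5p and miR-31-3p, each at least 13.2-fold higher at the IS. In *Spalax* fibrosarcoma they were those of miR-147-3p, at least 35.3-fold higher, miR-449a-5p, with 5.41 (standard error 1.20), and miR-221-5p, with 5.11 (standard error 0.92). In mouse fibrosarcoma, miR-466b-5p and miR-466o-5p, which have identical values in every library, were at least 17.9-fold higher and miR-6539 rose by 6.03 (standard error 0.93). These microRNAs also passed the threshold with the replicate block, and all but miR-133a-5p in mouse fibrosarcoma passed it under every other alternative test or scaling in which they were tested. MiR-133a-5p in mice passed under 8 of 12 alternatives and not with total scaling (-5.48, adjusted p = 0.0807).

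Across the 447 microRNAs, the log2 fold changes in granuloma and *Spalax* fibrosarcoma correlated with Pearson's r of 0.758 (95% bootstrap interval 0.689 to 0.808) and Spearman's rho of 0.621. Across 403 microRNAs tested in both species, r was 0.756 and rho 0.757 between granuloma and mouse fibrosarcoma, and r was 0.521 and rho 0.413 between *Spalax* and mouse fibrosarcoma. MicroRNAs are not independent replicates, so no p-value is given. Of the 126 microRNAs past the threshold in both *Spalax* comparisons, 9 changed in opposite directions. The corresponding numbers were 3 of 136 for granuloma and mouse fibrosarcoma and 15 of 104 for *Spalax* and mouse fibrosarcoma. A test of the difference itself, the change in granuloma less the change in *Spalax* fibrosarcoma, passed the threshold for 17 microRNAs, all with the higher change in granuloma, with limma's adjusted p-values from 0.0432 to 0.0488, and 95 had an unadjusted p under 0.05. The smallest p-values belonged to miR-296-3p, whose changes differed by 5.25 (standard error 0.76), miR-409-3p, by 5.16 (standard error 0.84), and miR-1193-5p, by 4.95 (standard error 0.84), which passed under 11 of 13, 11 of 13 and 10 of 13 alternatives. With the replicate block, 5 microRNAs passed, named here after their values were seen: miR-134-5p, miR-296-3p, miR-370-3p, miR-409-3p and miR-411-5p, of which 4 were also among the 17. The number depended on the test. It ranged from 0 with a pseudocount of 0.1 (89 with an unadjusted p under 0.05) to 57 with DESeq2 and its prior. Of these 57, 4 had the higher change in *Spalax* fibrosarcoma. Between the uninjected sides of the granuloma-bearing and fibrosarcoma-bearing *Spalax*, 0 microRNAs passed the threshold and 5 had an unadjusted p under 0.05.

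**Figure D2:**
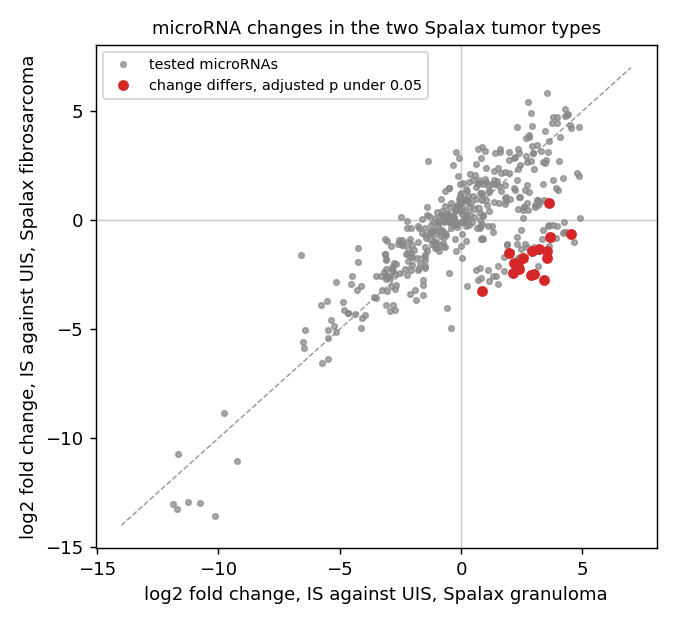
Log2 fold change of the IS against the UIS in *Spalax* fibrosarcoma (vertical axis) plotted against that in *Spalax* granuloma (horizontal axis), with a point for each of the 447 microRNAs tested. Red points are the 17 microRNAs whose change differed between the tumor types, all below the dashed line of equal change.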

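Table S3 gives log2 fold changes and adjusted p-values for the microRNAs linked to *Cdkn1a*, which encodes a cell-cycle inhibitor, and *Foxo1*, which encodes a forkhead transcription factor. The sheet holds 27 entries, several of them repeats of a microRNA, and 16 distinct mature microRNAs, each of which was tested in each comparison. In granuloma, 8 of them passed the adjusted p-value of 0.05, with 6 higher and 2 lower at the IS. In *Spalax* fibrosarcoma 8 passed, with 5 higher and 3 lower, and in mouse fibrosarcoma 7 passed, with 5 higher and 2 lower. Adjusted over the 22 microRNAs of Tables S3 and S4 alone, 8, 8 and 6 passed, which shows no stability because the paper reports the list from the same libraries. MiR-22-3p was lower at the IS in every comparison. Its log2 fold change was -2.93 in granuloma (standard error 0.25, adjusted p = 0.000259 from limma) and -2.67 in *Spalax* fibrosarcoma (standard error 0.25, adjusted p = 0.000539). Its normalized count in granuloma was 322677 ± 27909 (SD, n = 2) at the IS and 2456087 ± 312491 (SD, n = 2) at the UIS. In mouse fibrosarcoma it was 257017 ± 37980.2 (SD, n = 3) at the IS and 2069733 ± 410935 (SD, n = 3) at the UIS (limma's adjusted p = 0.000563). With the replicate block, the adjusted p-values of miR-22-3p were 0.000918, 0.00195 and 0.000392. The change of miR-370-3p, whose gene lies on mouse chromosome 12 (GRCm38, 109618258 to 109618336, plus strand) in an intron of the processed transcript *Rian* on the same strand, was not the same in all comparisons. It rose in granuloma, with a log2 fold change of 3.40 (standard error 0.75, adjusted p = 0.00921), and in mouse fibrosarcoma, with 4.97 (standard error 1.27, adjusted p = 0.0153), and fell in *Spalax* fibrosarcoma, with -2.76 (standard error 0.75, adjusted p = 0.0242). It had between 107 and 372 reads at the IS of granuloma and between 2 and 4 reads at the IS of *Spalax* fibrosarcoma. At the UIS of mice it had between 0 and 29 reads. The difference between the *Spalax* tumor types was 6.16 on the log2 scale (standard error 1.07, adjusted p = 0.0432, with the replicate block 0.0442, past the threshold under 11 of 13 alternatives). With the replicate block, the adjusted p-values of miR-370-3p were 0.00684 in granuloma, 0.0189 in *Spalax* fibrosarcoma and 0.00435 in mouse fibrosarcoma, where its log2 fold change was 6.08 from the numbered pairs alone. With reads scaled to the library totals, the fall of miR-22-3p in mouse fibrosarcoma was -0.62 (adjusted p = 0.0814) and that of miR-370-3p in *Spalax* fibrosarcoma -1.26 (adjusted p = 0.193), both no longer past the threshold. Others gained the threshold, such as miR-93-5p in granuloma, with 1.87 (limma's adjusted p = 0.00267). MiR-17-5p in mouse fibrosarcoma also gained it, with 3.57 (adjusted p = 0.000432). The numbers higher and lower given above for Table S3 therefore hold for the authors' size factors.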

We found 27 microRNAs that targeted *Cdkn1a* and *Foxo1*. Since microRNAs act as suppressors of gene expression, we expected the microRNAs and the target genes to have opposing expression patterns in the three comparisons between the UIS and IS in *Spalax* granuloma, *Spalax* fibrosarcoma, and mice fibrosarcoma. 

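The gene of miR-182 lies on mouse chromosome 6 (GRCm38, 30165918 to 30165992, minus strand), 3454 bp from that of miR-96 (30169446 to 30169551, minus strand). The gene of miR-223 lies on chromosome X (96242817 to 96242926, plus strand) in an exon of *F630028O10Rik*, which is annotated as an antisense transcript on the same strand, and that of miR-296 on chromosome 2 (174267047 to 174267125, minus strand). No other annotated gene overlaps those of miR-182, miR-96 and miR-296.

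MiR-223-3p rose in all 3 comparisons. Its normalized count was 11628 ± 4244 (SD, n = 2) at the IS and 646 ± 511 (SD, n = 2) at the UIS in granuloma, 30473 ± 35179 and 629 ± 233 (SD, n = 2 each) in *Spalax* fibrosarcoma, and 3237 ± 1851 and 873 ± 453 (SD, n = 3 each) in mouse fibrosarcoma. The log2 fold changes were 4.39 (standard error 1.07, adjusted p = 0.0130 from limma), 4.86 (standard error 1.07, adjusted p = 0.0107) and 1.83 (standard error 0.66, adjusted p = 0.0487). With the replicate block, the adjusted p-values were 0.00295, 0.00265 and 0.0546. The calls in *Spalax* passed under all alternatives tried, and that in mice under 7 of 13. With total scaling the changes were 6.23, 6.54 and 4.21 (adjusted p = 0.00194, 0.00198 and 0.00170).

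MiR-182-5p was higher at the IS in both granulomas, with normalized counts of 1139.5 and 27525 against 203 and 611 at the UIS of the same animals. Its log2 fold change of 3.99 (standard error 1.54) did not pass the threshold without the block (adjusted p = 0.0651) and passed it with the block (adjusted p = 0.00635) and under 9 of 15 alternatives in all. In *Spalax* fibrosarcoma the log2 fold change was 1.38 (adjusted p = 0.516, with the block 0.195). In mouse fibrosarcoma it was 0.15 (adjusted p = 0.890, with the block 0.575), with 11751 ± 13090.1 normalized counts at the IS and 8587 ± 6486 at the UIS (SD, n = 3 each), a difference within the spread between the mice, and it changed sign when single libraries were left out. Scaled to the library totals it was 2.54, past the threshold (adjusted p = 0.0401), and in granuloma 5.83 (adjusted p = 0.0120), while in *Spalax* fibrosarcoma it was 3.06 (adjusted p = 0.134).

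MiR-96-5p had few reads. At the IS, 12 and 169 reads were counted in the granulomas, 2 and 46 in the *Spalax* fibrosarcomas and between 61 and 221 in the mouse fibrosarcomas. At the UIS there were 1 and 5 in the granuloma-bearing animals, 2 in each fibrosarcoma-bearing *Spalax* and between 7 and 13 in mice. Its log2 fold change was 3.80 in granuloma (standard error 1.32, adjusted p = 0.0467, with the block 0.0140) and 2.12 in mouse fibrosarcoma (standard error 0.83, adjusted p = 0.0634, with the block 0.0758). In *Spalax* fibrosarcoma its log2 fold change was 1.85 (standard error 1.32, adjusted p = 0.308, with the block 0.163). The rise there rests on animal 2230, since animal 2240 had 2 reads at the IS and 2 at the UIS. The change in mouse fibrosarcoma was 4.37 and passed the threshold when the reads were scaled to the library totals (adjusted p = 0.00167). Over the alternatives, miR-96-5p passed under 11 of 15 in granuloma and 6 of 13 in mouse fibrosarcoma.

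MiR-296-5p fell in *Spalax* fibrosarcoma, from 136 ± 25.5 to 14.1 ± 7.72 normalized counts (SD, n = 2 each), a log2 fold change of -3.27 (standard error 0.54, limma's adjusted p = 0.00339, with the block 0.00904). In granuloma its log2 fold change was 0.88 (standard error 0.54, adjusted p = 0.218, with the block 0.305), and in mouse fibrosarcoma it was 1.65 (standard error 1.00, adjusted p = 0.192, with the block 0.423), with 21.1 normalized counts in the tumor of mouse 512 against 173 and 356 in those of mice 1019 and 1023. Under total scaling, the change of miR-296-5p was 2.71 in granuloma (adjusted p = 0.00393), -1.63 in *Spalax* fibrosarcoma (adjusted p = 0.0403) and 3.97 in mouse fibrosarcoma (adjusted p = 0.00679), each past the threshold. The changes in the *Spalax* tumor types differed by 4.15 on the log2 scale for miR-296-5p (adjusted p = 0.0432, with the block 0.0646, past the threshold under 10 of 13 alternatives). For miR-182-5p, miR-96-5p and miR-223-3p they differed by 2.61, 1.95 and -0.47, and the adjusted p-values of these differences, 0.573, 0.624 and 0.893, were all above the threshold. The paper reasons that a microRNA that silences a gene should change in the opposite direction to the gene, and set the changes of these microRNAs beside those of *Foxo1* and *Cdkn1a*, whose RNA-Seq values are not analysed here.

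**Figure D3:**
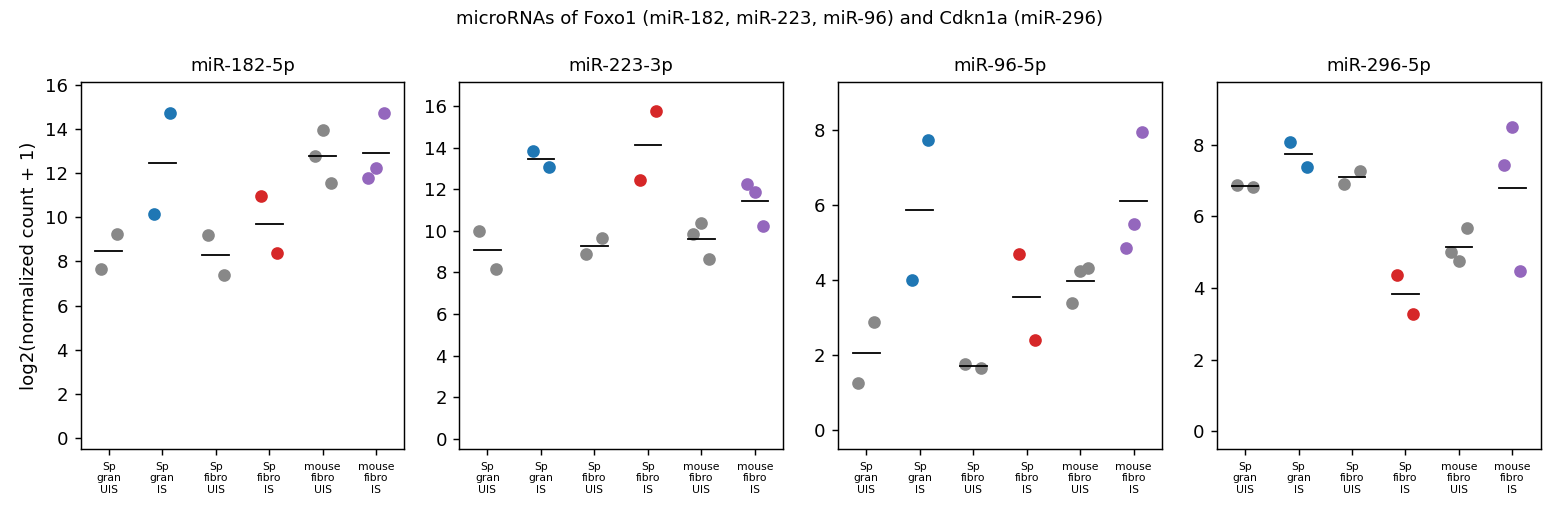
Normalized counts of miR-182-5p, miR-223-3p, miR-96-5p and miR-296-5p as log2(normalized count + 1), by species (Sp for *Spalax*), tumor type (gran for granuloma, fibro for fibrosarcoma) and side, with a point for each library and a line at the mean of the log2 values. The 2 *Spalax* fibrosarcoma IS libraries lie below all UIS libraries of *Spalax* for miR-296-5p.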

Three microRNAs that target *Foxo1* showed this pattern (miR-182, miR-223, and miR-96), and one for *Cdkn1a* (miR-296), as shown in Fig. 4. Although which genes regulate these microRNAs remain unknown to date, we hypothesize this pattern as a partial explanation for the regulation we observed.

**Fig. 4:**
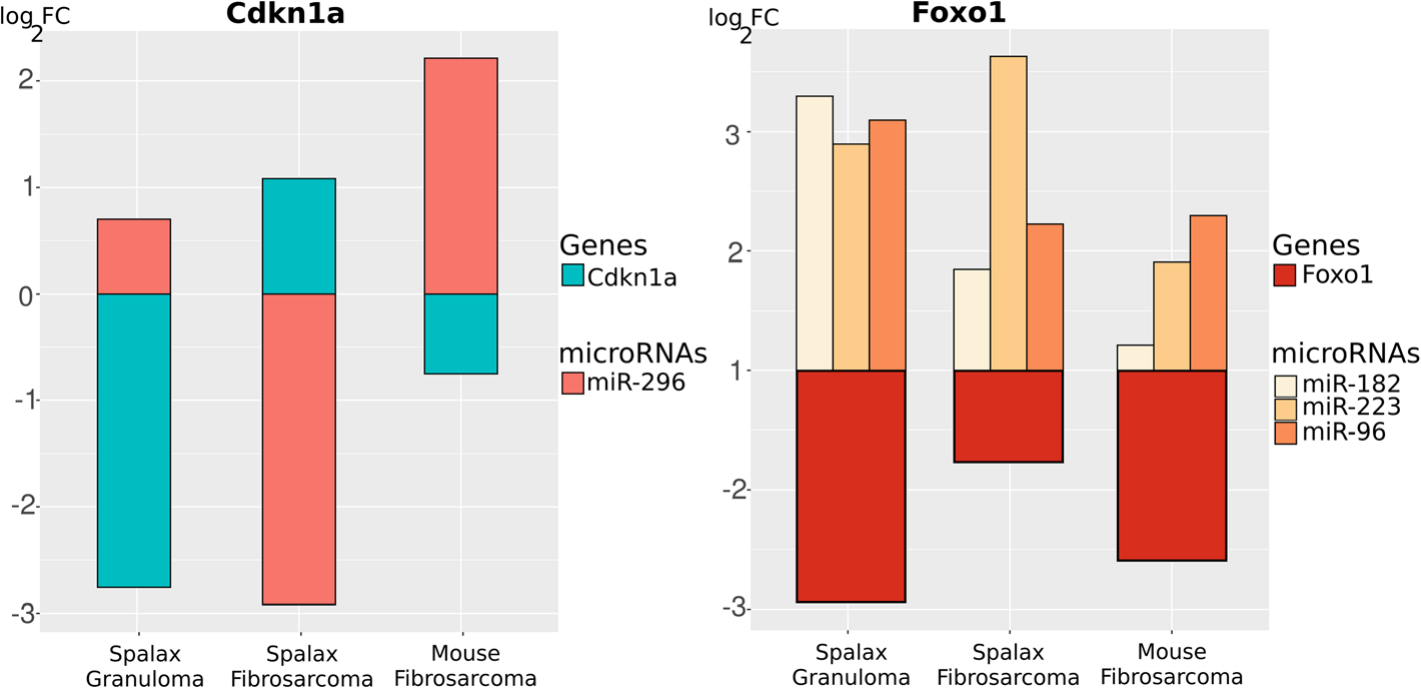
Expression patterns of Cdkn1a and Foxo1 and their regulating microRNAs. Since microRNAs silence genes, the expression of the genes and their microRNAs is reversed

### Investigation of *Spalax* individuals that developed cancer

Since cancer development is a relatively rare event in *Spalax*, we were especially interested in investigating the four animals that did develop tumors, specifically the transcriptome differences between those that managed to limit the growth to a benign granuloma and those that formed a malignant fibrosarcoma, similarly to mice. To explore the differences between the two groups, we compared the uninjected side of the treated *Spalax* with the injected, tumor side of the animals using gene expression analysis. In the comparison of the samples of granuloma tissues, we found 2316 differentially expressed genes (DEGs). The fibrosarcoma samples showed 3293 DEGs. The intersection of these two gene sets consisted of 1736 genes. We split the functional analysis into three parts:

1. genes that were differentially expressed in both tumor types (Additional file 1: Table S7);
2. genes that were differentially expressed only in animals with granulomas (Additional file 1: Table S8); and
3. genes that were differentially expressed only in animals with fibrosarcomas (Additional file 1: Table S9).

Functional analysis of the DEGs showed that in all three comparisons, the dominant categories were the *extracellular matrix*, the *citrate cycle*, the *cell cycle*, and the *immune system*. These categories are all typically influenced by cancer development. We also directly compared the tissue from the uninjected sides of *Spalax* with fibrosarcoma and *Spalax* with granuloma (section 3.3). We found only 84 DEGs, indicating that despite the different tumors, the tissues were very similar. Once again, ECM-related categories dominated the enrichment analysis.

Since several of the tests showed an enrichment of genes belonging to the extracellular matrix and the immune system, we focused our investigation accordingly.

We focused on genes that were related to the extracellular matrix and collagen formation, as they were found to be significantly differentially expressed in both fibrosarcoma and granuloma tumors. This analysis showed that genes were generally up-regulated in the ECM categories (Additional file 1: Table S1). This finding is not surprising, since the modification of the extracellular matrix is a hallmark of cancer that allows growth and invasion into neighboring tissue and stimulates blood vessel growth. We continued to investigate the ECM-related genes on their connectivity, stability in expression (i.e., low variance between the samples of the same condition), and the known effects on tumor growth. We found a highly connected network of seven genes, namely *Aspn*, *Chad*, *Fbln, Kera, Lum, Omd*, and *Sfrp1.* (See Table 2 for a description of these genes.) The genes are connected via shared protein domains and co-expression, which were found using GeneMANIA annotation software [11] and various publications [12–14].

**Table 2:** Short description of the ECM genes that form a regulatory network

*Aspn*	(Asporin) is an extracellular matrix protein that modulates the Transforming Growth Factor β (TGFβ) signaling pathway, regulating cartilage matrix gene expression and cartilage formation [60]. *Aspn* inhibits TGFβ1, a biomarker of poor prognosis in cancer [61]. High asporin expression is significantly associated with less aggressive tumors, which could explain the benign growth.
*Chad*	(Chondroadherin) expression has been linked to significant decreases in hepatocellular carcinoma, both in mRNA and protein levels. *Chad* abundance correlates with differentiation and metastasis, while the reduction of *Chad* levels significantly enhances proliferation and migration [39]. *Chad* has a α2β1 integrin binding sequence that previous studies have found counter cancer development [62].
*Fbln5*	(Fibulin-5) is frequently silenced in lung cancer and suppresses cell invasion by inhibiting the *Wnt*/β-catenin pathway [63]. *Fbln5* has also been shown to reduce reactive oxygen species (ROS) production by modulating cell-ECM interactions [64]. Excessive ROS production results in cellular toxicity, which can promote tumor growth.
*Lum*	(Lumican) has different effects on cancer development, depending on the type of tumor and whether *Lum* is expressed in the cell or in the adjacent stromal tissue [65]. *Lum* also acts as an oncogene, but if present in the surrounding stroma, it can restrict cancer progression and migration.
*Sfrp1*	(Secreted frizzled-related protein 1) is an antagonist of *Wnt* signaling, which gives *Sfrp1* its tumor-suppressive effect. The loss of *Sfrp1* has been hypothesized to activate MAPK or the non-canonical *Wnt* pathway [66]. One mechanism of how this loss can occur is the methylation of *Lum* via HP1α.
*Kera*	(Keratocan) encodes a protein that is involved in corneal transparency. Mutations can cause cornea plana [67].
*Omd*	(Osteomodulin) is an extracellular matrix keratan sulfate proteoglycan that is also connected to bone development [68].
*Igf2*	(Insulin-like growth factor 2) is a mitogenic peptide hormone expressed by liver and many other tissues. It is closely associated with cancer [69, 70].
*Cebpa*	(Transcription factor CCAAT / enhancer-binding protein alpha) is an important protein during embryogenesis, glucose metabolism, adipogenesis, and myeloid development [16, 30, 71].
*Jun*	*Jun* is part of the transcription factor activator protein 1 and has been closely associated with cancer development [15, 72, 73].

Figure 5 shows the connected genes, where *Lum* and *Aspn* are highly connected hub genes. Since it is difficult to determine the regulatory direction of co-expression, and a shared protein domain is by its nature undirected, it is also difficult to distinguish between regulators and targets. Our analysis showed that this gene complex was generally up-regulated in *Spalax* granulomas and mice fibrosarcomas (compared to uninjected tissue) while being down-regulated in *Spalax* fibrosarcomas.

**Fig. 5:**
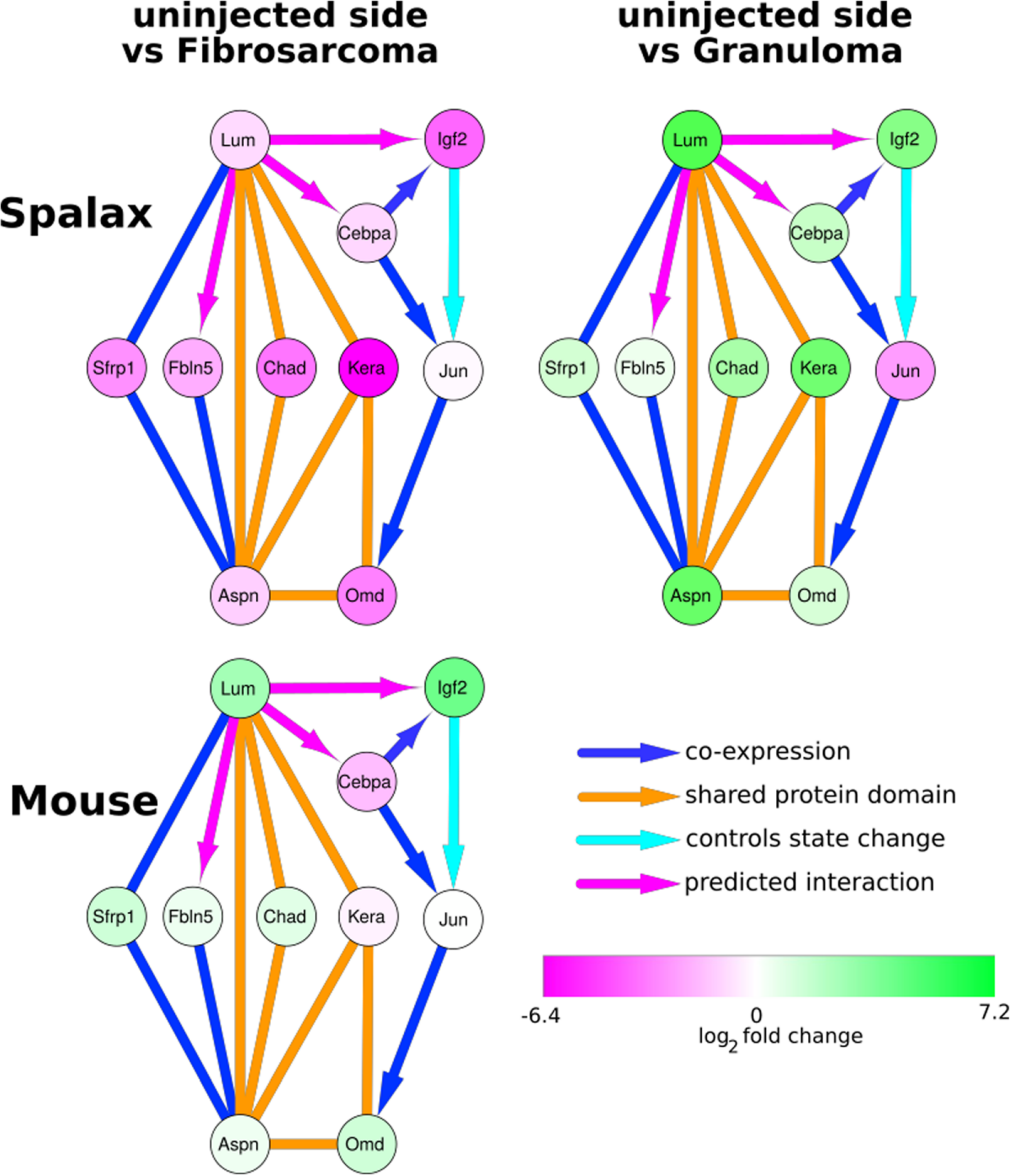
Regulatory center genes in different animals and conditions. The color of the nodes represents the log2 fold change in the comparisons of the uninjected with the injected tissue

In addition to the cellular matrix genes, we also found connections to the cell growth genes *Igf2*, *Jun*, and *Cebpa*. While they are not directly involved in matrix generation, they are connected to the central ECM gene *Lum*. *Jun* is part of the hetero-dimer *AP-1*, and centrally involved in prostate cell migration and invasion. Furthermore, *AP-1* was reported having a significant role in melanomas [15]. *Cebpa* is *down-regulated* in gastric cancer, and potentially useful for its treatment [16]. Nevertheless, *Igf2* and *Cebpa* were clearly regulated differently in *Spalax* fibrosarcoma samples than in the granuloma samples.

In mice, the picture was more ambiguous. While the genes related to cellular matrix complex are generally up-regulated, the intensity of the up-regulation is much smaller, and often not statistically significant.

While not presented in this network, other important ECM-related genes were also found to be differentially regulated in *Spalax* and mice. The gene *Creb3l1* was found to be more highly expressed in *Spalax* granulomas compared to the fibrosarcomas of both mice and *Spalax*. In addition, *Emilin2* is up-regulated and inhibits the *Wnt*-signaling pathway [17]. Other genes were also found to be up-regulated, including *Bmp7*, which antagonizes transforming growth factor β1 (TGFβ1)-mediated fibrosis through suppressing epithelial-mesenchymal transition [18], and *Mmp8*, which prevents metastasis formation through the modulation of tumor cell adhesion and invasion [19].

We then performed microRNA analysis of the ECM genes. We used the microRNA data to explain the impact of the genes involved. We found nine microRNAs that were connected to the ECM genes, either as micoRNA regulators or as potential targets. 

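Table S4 lists 9 microRNAs. Of these, 5 passed an adjusted p-value of 0.05 in granuloma, all higher at the IS, and 5 passed in *Spalax* fibrosarcoma, 4 higher and 1 lower. In mouse fibrosarcoma, 7 of the 9 had enough reads to be tested and 4 passed, 3 higher and 1 lower. Adjusted over the microRNAs of both tables alone, 5, 5 and 3 passed. The change differed between the *Spalax* tumor types for 0 of the 9, and 2 had an unadjusted p under 0.05. MiR-222-3p and miR-221-3p rose in every comparison. MiR-222-3p had log2 fold changes of 4.36 (standard error 0.85, adjusted p = 0.00543 from limma) in granuloma, 4.81 (standard error 0.85, adjusted p = 0.00460) in *Spalax* fibrosarcoma and 2.90 (standard error 0.50, adjusted p = 0.00414) in mouse fibrosarcoma. With the replicate block these adjusted p-values were 0.00350, 0.00299 and 0.00509. MiR-221-3p had log2 fold changes of 3.75 (standard error 0.92, adjusted p = 0.0135), 4.43 (standard error 0.92, adjusted p = 0.00909) and 1.72 (standard error 0.34, adjusted p = 0.00588), and with the block 0.00712, 0.00507 and 0.0141 as adjusted p-values. MiR-615-5p had at most 1 read at the UIS of granuloma-bearing *Spalax* and 4 and 19 reads at the IS, and was at least 3.39-fold higher there (adjusted p = 0.0266, with the block 0.0164). In *Spalax* fibrosarcoma its log2 fold change was 3.08 (standard error 0.88, adjusted p = 0.0297, with the block 0.0210). In mice its log2 fold change of 0.12 (standard error 0.97, adjusted p = 0.925) was smaller than its standard error and took the opposite sign with the block, -0.64. MiR-125b-5p was 0.79 higher on the log2 scale in granuloma (standard error 0.26, adjusted p = 0.0379), a call that was lost with the block (adjusted p = 0.115). When the reads were scaled to the library totals, miR-615-5p in mouse fibrosarcoma was 2.33 (adjusted p = 0.0350), and miR-125b-5p was 2.64 in granuloma, 1.31 in *Spalax* fibrosarcoma and 2.94 in mouse fibrosarcoma (adjusted p = 0.000338, 0.00430 and 0.000338), all past the threshold. Over the alternatives, miR-615-5p passed under 12 of 14 in granuloma and 14 of 15 in *Spalax* fibrosarcoma, and miR-125b-5p under 3 of 15 in granuloma.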

Differential expression analysis was carried out for the comparison of UIS vs. IS in granulomas and fibrosarcomas in *Spalax*, and in fibrosarcomas in mice (Additional file 1: Table S4). Four of these nine microRNAs were found to be regulated by *Cebpa*, yet none matched the expression pattern of *Cebpa* as a gene. 

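The 4 microRNAs listed in Table S4 as regulated by *Cebpa*, which encodes a transcription factor, are miR-223-3p, miR-181a-5p, miR-34a-5p and miR-122-5p. With the authors' size factors, miR-223-3p was the 1 of these that rose in each comparison. MiR-181a-5p and miR-34a-5p were also higher at the IS in each when the reads were scaled to the library totals. MiR-181a is encoded by a pair of genes, and reads of its mature form cannot be assigned to either. They lie on mouse chromosome 1 (GRCm38, 137966455 to 137966541, plus strand, in introns of the processed transcript *Gm4258* on the same strand and of the long intergenic non-coding RNA *Gm26936* on the opposite strand) and on chromosome 2 (38852735 to 38852810, plus strand, in an intron of *Nr6a1* on the opposite strand). MiR-181a-5p had 164721 ± 5089 normalized counts (SD, n = 2) at the IS of granuloma and 236159 ± 34450.5 (SD, n = 2) at the UIS. Its log2 fold change was -0.51 in granuloma (standard error 0.31, adjusted p = 0.212 from limma, with the replicate block 0.305), -0.079 in *Spalax* fibrosarcoma (standard error 0.31, adjusted p = 0.871, with the block 0.898) and -1.54 in mouse fibrosarcoma (standard error 0.25, adjusted p = 0.00344, with the block 0.00547). Scaled to the library totals, these changes were 1.33, 1.61 and 0.84, all past the threshold (adjusted p = 0.00652, 0.00380 and 0.0387). MiR-34a (chromosome 4, 150068454 to 150068555, plus strand, in no other annotated gene) had 162 and 831 normalized counts of its 5p form in the granulomas of animals 600 and 976, against 499 and 541 at their UIS, a log2 fold change of -0.50 (standard error 0.80, adjusted p = 0.633, with the block 0.608). It was 1.50 (standard error 0.80, adjusted p = 0.182, with the block 0.154) in *Spalax* fibrosarcoma and -0.61 (standard error 0.37, adjusted p = 0.193, with the block 0.511) in mouse fibrosarcoma. Scaled to the library totals, the change of miR-34a-5p was 1.34 in granuloma (adjusted p = 0.169), 3.18 in *Spalax* fibrosarcoma (adjusted p = 0.0128) and 1.76 in mouse fibrosarcoma (adjusted p = 0.0154). MiR-122 (chromosome 18, 65248861 to 65248926, plus strand, in an exon of a long intergenic non-coding RNA) had 34 and 65 reads of its 5p form at the UIS of the fibrosarcoma-bearing *Spalax* and at most 1 read at the IS, at least 8.82-fold lower (adjusted p = 0.00630, with the block 0.0109). In the granuloma-bearing animals it had 3 and 5 reads at the UIS and 1 and 7 at the IS, and a change was not detectable at this depth (adjusted p = 0.756, with the block 0.784). In mice no library had more than 3 reads of it and it was not tested. By limma, the change in granuloma was not distinguishable from that in *Spalax* fibrosarcoma for miR-34a-5p (difference -1.99, adjusted p = 0.382) or miR-181a-5p (-0.43, adjusted p = 0.661), nor under the alternatives. For miR-122-5p the difference was 4.53 (adjusted p = 0.0898, with the block 0.125), and it passed under 2 of 13 alternatives, DESeq2 with its prior and without it, with an adjusted p as low as 0.0204. The expression of *Cebpa* itself was measured by RNA-Seq and is not analysed here.

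**Figure D4:**
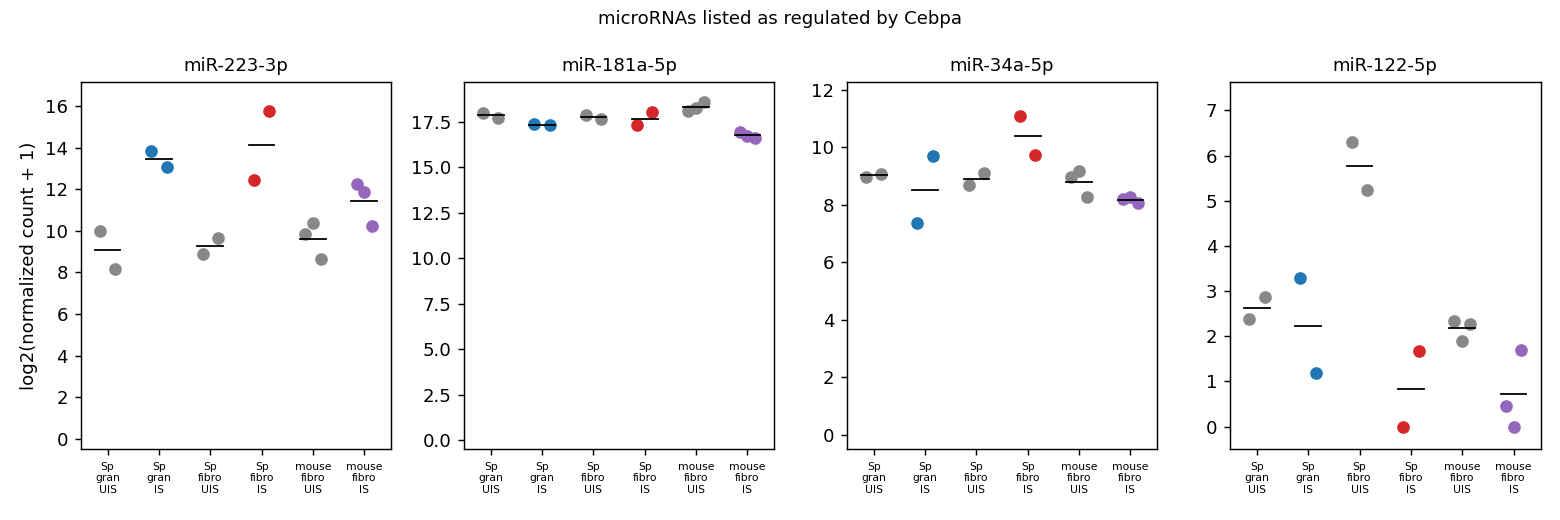
Normalized counts of miR-223-3p, miR-181a-5p, miR-34a-5p and miR-122-5p as log2(normalized count + 1), by species (Sp for *Spalax*), tumor type (gran for granuloma, fibro for fibrosarcoma) and side, with a point for each library and a line at the mean of the log2 values. MiR-122-5p has at most 1 read in the *Spalax* fibrosarcoma IS libraries and at most 3 in the mouse libraries.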

We believe that an additional regulatory mechanism must be responsible for this expression pattern. We must point out, that the knowledge about microRNAs and genes were taken from mice annotation. This has to be taken into consideration when evaluating the impact of these findings.

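Both deposited tables use the names of mouse mature microRNAs. Of these names, 670 had at least 1 read in a *Spalax* library and 1296 in a mouse library, and 640 had reads in both species. A further 656 were read in mice alone and 30 in *Spalax* alone. A microRNA of *Spalax* whose sequence differs from the mouse form can be missed or miscounted by such names, and the *Spalax* genome was not used here. Names that share a sequence can share reads. Of the names with at least 1 read in a *Spalax* library, 93 have the same values as another name in every *Spalax* library. In the mouse table, 368 names have the same values as another name in every mouse library. A mouse gene was found for 1273 of the names in the GENCODE M21 annotation of GRCm38. In that annotation, the hairpin of miR-182 reads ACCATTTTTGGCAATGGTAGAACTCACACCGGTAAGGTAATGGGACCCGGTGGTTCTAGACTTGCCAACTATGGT, that of miR-96 reads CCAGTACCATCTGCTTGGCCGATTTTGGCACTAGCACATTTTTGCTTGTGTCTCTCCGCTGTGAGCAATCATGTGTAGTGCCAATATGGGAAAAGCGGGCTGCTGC, that of miR-223 reads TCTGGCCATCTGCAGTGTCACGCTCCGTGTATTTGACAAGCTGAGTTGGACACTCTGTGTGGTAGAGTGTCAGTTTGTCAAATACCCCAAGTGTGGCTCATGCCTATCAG and that of miR-296 reads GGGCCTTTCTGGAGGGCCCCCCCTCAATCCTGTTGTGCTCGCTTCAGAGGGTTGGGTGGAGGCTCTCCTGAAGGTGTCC, each written 5′ to 3′ as DNA.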

In this part of the study, we compared the two different tumor tissues (granuloma and fibrosarcoma) to uninjected tissue. We identified a tight network of genes from the extracellular matrix, which then allowed us to hypothesize that the modulation of ECM in *Spalax* granuloma largely contributes to host resistance.

### Direct comparison of uninjected tissue of *Spalax* with tumor

In general, the transformation from normal cell to cancer cell is accompanied by an extensive altering of gene expression. In the current experimental setup, it was difficult to determine which changes in the observed major shift in gene expression were the drivers of cancer development and which changes were secondary to tumorigenesis. This situation is especially important in order to understand the difference between *Spalax* and mice. We started by comparing the uninjected side (UIS) with the injected side (IS) in *Spalax* to determine the extent of genetic rewiring. We considered a |log2FC| ≥ 2 as a threshold for highly differentially expressed genes (see Additional file 1: Table S6). Among all DEGs in the described experiments, we filtered the genes that belong to these categories: cell cycle, citrate cycle, immune system, extracellular matrix, hypoxia response, and degenerative diseases (Table 3). The ECM has the most differentially expressed genes of these categories, followed by cell cycle.

**Table 3:** Analysis of the highly differentially expressed genes following 3MCA injection

	Immune	ECM	Hypoxia	Cell cycle	Citrate cycle	Degenerative diseases	# of genes
HDEG^a^	125	269	164	239	74	159	888
DE^b^	43	57	88	84	9	21	220
TSU^c^ S > M^d^	13	14	8	6	1	5	39
TSU M > S^d^	4	4	3	5	–	5	21
TPD^e^ S < M^f^	4	7	14	9	–	4	36
TPD M < S^f^	4	9	6	6	–	5	27

^a^*HDEG* highly differentially expressed genes |log2f| ≥2

^b^*DE* Differentially Expressed—the number of HDEG refers to when the difference in the change between the species following the 3-MCA injection is |log2f| ≥1

^c^*TSU* Tumor Suppressors Up-regulated

^d^S > M, M > S: higher elevation in the *Spalax* compared to the mice, or the mice compared to the *Spalax*, respectively

^e^*TPD* Tumor Promoters Down-regulated

^f^S < M, M < S: stronger down-regulation in the *Spalax* compared to the mice, or the mice compared to *Spalax*, respectively

To investigate the differences between the species, we included the mice tumor samples in our analysis. We looked at genes that showed an expression difference between the species of |log2fc| ≥ 1. The highest differences were found in hypoxia-related genes (88/164 genes, 54% of the group members). The second group was related to the cell cycle control (84/239, 35% of the group members), the third was the immune system group (43/125 genes, 34%), and the fourth was the ECM group (57/269, 21%).

In the analysis, *Spalax* showed a larger number of up-regulated tumor suppressors (39:21) and more down-regulated tumor promoters compared to mice (36:27). Most of the anti-cancer reprogramming of gene expression in *Spalax* seems to occur in the three gene groups of immune system 17/43 (40%), ECM 21/57 (37%), and hypoxia responsive 22/88 (25%).

The elevation of *Tlr4*, *Ifngr1*, *Ifnar2*, *Stat1*, and *Irf1* is presumably a part of an integrated pathway. The levels of *Stat1* in *Spalax* in response to 3MCA injection were found to be five times higher compared to mice. These elevated *Stat1* levels seemed to contribute to the tumor surveillance Interferons-I, which were found to systemically activate natural killer cell activity.

We also found stronger down-regulation of *mTOR* mRNA expression in *Spalax* compared to mice. In this regard, the elevation of the hypoxia-responsive *Ddit4* in *Spalax*, compared to its down-regulation in mice, should also be noted, as up-regulation of *Ddit4* expression mediates *mTOR* inhibition and growth inhibition in cancer cells [20].

By comparing the control, untreated *Spalax*, and mice groups, we found higher basic levels of expression of 75% of the 54 genes that belong to the Fanconi Anemia pathway. Fanconi Anemia genes are involved in the homologous recombinational repair of DNA double-strand damage, inter-strand crosslinks repair, and mismatch repair. The ratios between the control groups of the mRNA expression (*Spalax*/mice) were found to be high for most of the genes (Table 4 and Fig. 6).

**Table 4:** List of Fanconi anemia genes

Gene	up regulation
Atrip	60x
Brca1	3x
Brca2	10x
Cenps	3x
Eme1	× 336
Fanca	10x
Fancc	10x
Fanci	55x
Fancn	55x
Fen1	178x
Pms2	5x
Rad51c	11x
Rmi2	6x
Top3	5x
Wrn	3x
Telo2	5x

List of Fanconi anemia genes that are up-regulated between *Spalax* control and mice control

**Fig. 6:**
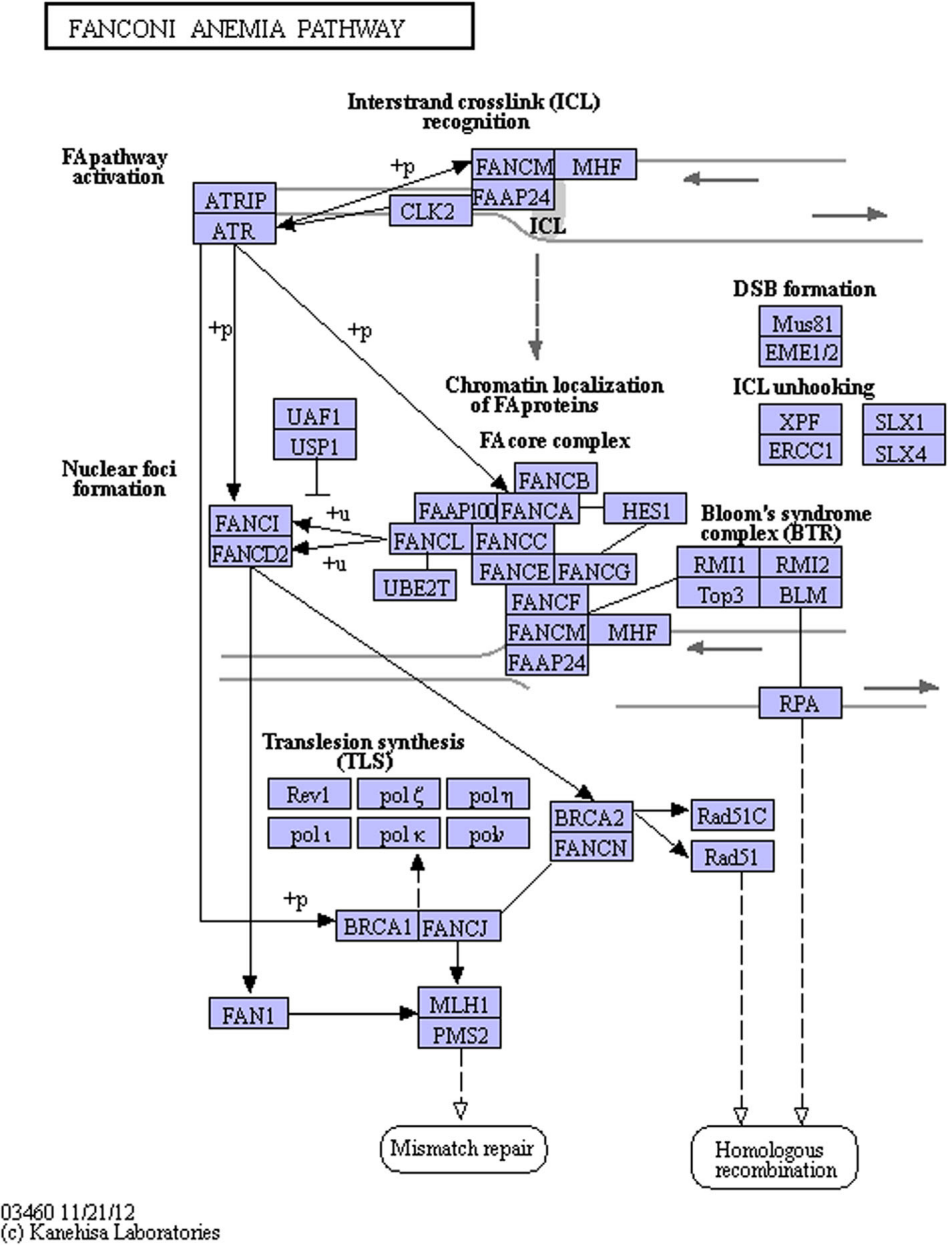
The Fanconi Anemia pathway

## Discussion

The treatment with 3MCA resulted in the development of fibrosarcoma in 12 out of 12 mice within 3 months, while only 4 out of 22 *Spalax* developed tumors during this time; two of them developed a benign granuloma by 14 and 16 months, and two had developed the expected fibrosarcoma by 18 and 30 months following the carcinogenic treatment. For malignant tumors only, Fisher’s exact testing showed significant differences (*p*-values of 3.32 × 10^−6^ and 1.66 × 10^− 7^ for all tumor outcomes).

We showed in this study that *Spalax* is highly resistant to the carcinogenic effects of 3MCA injection. While the investigation of “confirmed” cancer resistance is important for the understanding of cancer mechanisms, the investigation of failed cancer resistance is no less valuable. Of special interest in this study is the fact that four *Spalax* failed to escape tumor growth in different ways, where two of them managed to “contain” the process, which ended in the formation of benign tumors. Although two cases of each type were the smallest sample size for statistics purposes, this examination provided an opportunity to gain deep insights into the carcinogenesis of these subterranean mammals.

The first investigation of the samples via clustering showed that the most significant division between the samples was between tumor tissue and non-treated tissue, with the genus as the second divider (Fig. 2). Since tumors are generally considered to be organs developing in the context of organisms [21], tumor growth has a larger impact on the overall expression than the species factor. The *Spalax* tolerant samples clustered together with the *Spalax* control, which shows that the *Spalax* that did not develop a tumor were indeed affected very little by the treatment. The UISs of the fibrosarcoma and granuloma individuals were positioned on neighboring branches of the graph, showing that the tumor did seem to have a major impact on genome expression in the cells of neighboring tissue. Interestingly, the UISs of the fibrosarcoma tissue was closer to the *Spalax* control/tolerant than the UISs of the granuloma tissue, which was also visible during other parts of the investigation. We hypothesize that *Spalax* with benign tumors mounted substantial defense mechanisms, which were reflected in the extensive changes in gene expression in the neighboring tissue.

We found that the mice control and mice UIS of fibrosarcoma had their own branches and were still closer to the untreated samples of *Spalax* than to the clade with all the tumor tissues, which implies that extensive rewiring in the gene expression caused by the tumor growth occurred. We found 25 genes that behaved consistently different in animals that developed any type of tumor regardless of the species (Fig. 3). While some of these genes have been described in the literature as being related to cancer, our work can extend that knowledge by showing how these genes react in different species and conditions. Some of these genes are known cancer-promoting or suppressing genes such as *Cdkn1a* and *Foxo1*. While the precise mechanisms are unknown, and extensive investigations will be required to validate these findings, we propose these genes/gene networks as candidate genes that contribute to cancer resistance in *Spalax*.

Since the population of *Spalax* is not homogeneous, like any population of non-inbred wild animals, it is natural to assume that among the heterogeneous group will be those that cannot avoid the carcinogenic stimulus. On the contrary, the cancer-prone population of the laboratory mice demonstrated rapid response to carcinogen treatment by the development of fibrosarcoma. Thus, tissues for analysis from untreated and UIS treated mice were considered to be samples with very low threshold levels. To determine whether individual tumor sensitivity in *Spalax* is genetically pre-determined, we organized the samples for comparative analysis as follows [1]: cancer sensitive (mouse untreated and UIS of tumor-bearing mice as well as UIS of *Spalax*, in which we observed the neoplastic processes) and [2] cancer resistant (*Spalax* control plus *Spalax* tumor-negative UIS). See Fig. 3.

During tumor progression, already mutated cells constantly co-interact with stromal host cells, which can either promote or suppress the growth of malignant cells [22]. In this context, the outcome depends to a large extent on the abilities of the stromal host cells to maintain homeostasis, integrity, and oxidative metabolism. According to the paradigm of tumor cell metabolic parasitism, host cells “fuel” the anabolic growth of cancer cells through energy transfer [23].

The role of the mitochondrial metabolism in the development of cancer is of great interest. Mitochondrial uncoupling protein 1, or UCP 1 (also known as thermogenin), was originally associated with the brown adipose tissue of mammals. UCP1 promotes proton leakage from the inner mitochondrial membrane independent of ADP phosphorylation; this leakage uncouples respiration from ATP synthesis, thus dispersing the energy of oxidation in the form of heat [24, 25]. Previous studies have demonstrated the unique changes in the *UCP1* sequences of the naked mole rat and have discussed these sequences’ possible roles in these mammals’ thermoregulation and longevity [26]. UCPs are currently being investigated for their potential role in cancer initiation and development [27]. In studying the role of UCP1-overexpressing cancer-associated fibroblasts (hTERT-BJ1) in human breast cancer cell (MDA-MB-231) growth, a previous study has demonstrated increased β-oxidation, ketone body production, and the release of ATP-rich vesicles, all of which “fuel” tumor growth [23]. Conversely, the induction of mitochondrial dysfunction via UCP transfection of MDA-MB-231 cells results in significant reductions in tumor growth. Thus, if a rapidly growing tumor does not receive “fuel” from surrounding tissues, then the tumor may undergo involution by “eating itself.” The comparative analysis of cancer-sensitive and cancer-resistant samples in our study revealed a dramatic difference in the levels of *UCP1* gene expression (Fig. 3). We can assume that a high level of expression of *UCP* in tissues may represent a predictive marker for carcinogenesis susceptibility.

Another prognostic marker of cancer development, nucleoside diphosphate alkylase 2 (*NME2*), was differentially expressed in our study’s mouse samples (low expression level) and in *Spalax* samples (high expression level), including samples derived from the UIS of cancer-sensitive *Spalax* (Fig. 3). *NME2* have been extensively studied in the past for their cancer-suppressing activities [28]. Previous studies have shown that an overexpression of NME2 reduces the migration and invasion of gastric cancer cells to the cellular matrix in vivo and in vitro. Subsequently, NME2 expression is associated with the well-differentiated and less invasive histology of gastric cancer. The high level of expression of NME2 gene in the *Spalax*-sensitive samples found in our study may explain to a certain extent the significant delay of tumor development and the tumors’ benign nature in half the cases. In addition, Somatostatin Receptor 4 (*SSTR4*), which we found to be more highly expressed in *Spalax* tissues (Fig. 3), could inhibit the proliferation of normal cells or tumor cells and suppress the formation of tumor vessels via releasing hormone-inhibiting tumor growth [29].

Even though four *Spalax* animals failed to resist the treatment with 3MCA in our study, this failure occurred in two distinct ways. We explored the differences between the benign granuloma and the malignant fibrosarcoma. One of our main findings was a cluster of key regulators in the extracellular matrix pathway. The ECM gene cluster including the *Lum, Sfrp1, Fbln5, Chad, Kera, Aspn*, and *Omd* genes was found to be distinctly more activated in granulomas than in fibrosarcomas. Especially noteworthy is that the activation of highly connected tumor suppressors and anti-metastatic genes such as *Lum* and *Aspn* may have explained the stunted growth of the tumor. The cell growth genes *Igf2* and *Cebpa* are also up-regulated in granuloma. These genes are generally up-regulated in cancer cells, although *Cebpa* has also been reported to act as a tumor suppressor [30]. It was interesting to note that these cancer genes were activated in the benign tumor in our study, while the malignant growth seemed to have deactivated these genes..

The extracellular matrix plays a significant role in cancer, with both tumor promoting and inhibiting effects [31]. The switch in the citrate cycle is likely related to the Warburg effect, where the tumor switches from aerobic to anaerobic glycolysis. This switch enables the tumor to use the available glucose for other processes, such as cell division [32]. Removing cell cycle checkpoints is a basic requirement for the uninhibited proliferation of tumor cells, while cell cycle arrest is a common mechanism involved in tumor suppression [33]. Regulating the genes of the immune system is a crucial factor to prevent the organism from attacking the tumor [34].

*Creb3l1* is an endoplasmic reticulum gene that is a transcription factor and a metastasis suppressor. It has been found to repress the expression of the genes that regulate metastasis, invasion, and angiogenesis in both breast cancer and bladder cancer [35]. We found in our study that the expression of *Creb3l1* was higher in the granulomas of *Spalax* compared to the fibrosarcomas and may have been an important factor in preventing the development of malignant fibrosarcoma.

We attempted to elucidate the connections between these ECM genes in our study. As shown in Figs *5*, 13 interactions were found to belong to the class of shared protein domain or co-expression. Because the nature of these interactions makes it impossible to infer a direction of the regulation, it is difficult to determine which gene induced a reaction and which genes were influenced. We did find a few differentially expressed microRNAs, mainly regulated by *Cebpa*. The expression patterns of the microRNAs and *Cebpa* did not match, however, thus indicating the presence of complex regulation activities and additional interactions that we are not aware of. Another explanation is, that there are species specific microRNAs, that are not present in mice.

The hypoxic environment *Spalax* lives in causes DNA damage through the occurrence of reactive oxygen species production. *Spalax* has adapted to this over the years by developing a very efficient DNA repair mechanism [36] that subsequently prevents persistent DNA damage and ultimately prevents cancer development by repairing harmful mutations. 3MCA is a DNA-damaging agent, and *Spalax* reacts to this damage by activating DNA-repair genes, especially the Fanconi anemia genes. In our study, most of the Fanconi anemia genes already had a higher expression in the untreated control groups. Similar results have been shown in a previous comparison between the transcriptome of the brain and liver [5, 7] (Additional file 1: Table S5).

In addition to its enhancement of the DNA-repair effect, the hypoxic habitat of *Spalax* also appears to make the expression of hypoxia-related genes more attuned to countering cancer development. We found that more tumor suppressors up-regulated and more tumor promoters down-regulated in *Spalax* compared to mice in the hypoxia-responsive gene group. In this regard, one of the most important hypoxia-responsive genes is *mTOR*, which is a master regulator of cell growth control [37]. Previous studies have implicated downstream *mTOR*-regulated processes in the hallmarks of cancer: proliferative signaling, metabolic reprogramming, angiogenesis, and metastasis. We suggest that the down-regulated expression of *mTOR* in the hypoxic conditions found in the tumor microenvironment may lead to declines in the metabolic rate and may be an adaptive mechanism that *Spalax* uses to resist cancer development.

Another very important barrier to cancer development is the immune system’s tumor surveillance. In our analysis, compared to mice, *Spalax* displayed a stronger and more robust activation of innate immune response of the tumor suppressors responsible for tumor surveillance. The elevated expression of *Tlr4*, *Ifngr1*, *Ifnar2*, *Stat1*, and *Irf1* that was revealed upon carcinogen treatment appeared to reflect a part of an integrated pathway reaction. Previous studies have shown that these innate immune genes are important players in tumor surveillance [38, 39]. The expression of *Stat1* in our study might have been the major exception because of its higher basal expression in the untreated control group. An earlier study reported that Stat*1* can inhibit the growth of benign and neoplastic cells by regulating the transcription and expression of several pro-apoptotic and anti-proliferative genes [40]. *Irf1* is a transcriptional regulator and tumor suppressor that suppresses tumor cell growth and stimulates an immune response against tumor cells [41]. We believe that these changes in gene expression contribute to the *Spalax-*specific relative tolerance to the carcinogenic 3MCA compared to mice and might be a part of the layer of genes that enable *Spalax*’s high cancer resistance.

As a potential additional defense, we found a stronger up-regulation of the immune system in *Spalax* compared to mice, especially of the innate immune-response tumor suppressors.

One of the major risk factors for cancer is aging. *Spalax* is known for its extreme longevity; the species can reach 20 years old in captivity, which is unusual for a mammal with such a small body mass. Since *Spalax* is also a solitary non-model organism that does not breed in captivity, the exact ages of specimens cannot be precisely determined, which could have been a confounding factor in our analysis. Due to this resistance, only four of the animals in our study developed a tumor, of two different phenotypes: granuloma and fibrosarcoma. These different factors created a high degree of variance in the data, since the samples were taken from only two different animals per tumor type and from animals of different sexes and ages. We addressed this variance in our study by rigorous normalization and filtering of the data.

## Conclusion

We identified 25 genes in this study that we consider important for cancer development. Some of these genes are known to be related to cancer, while the roles of others are still unknown; we propose the latter as potential candidates for further cancer-resistance studies.

This study of the rare cases of failed cancer resistance in *Spalax* showed a tight network of genes that are responsible for the extracellular matrix remodeling. We consider these genes to be important for the difference between malignant and benign tumor development. This study has also pointed out several differences between *Spalax* and the model organism mice. The DNA repair genes of the Fanconi Anemia pathway were found to be especially important factors in cancer resistance.

## Materials & methods

### Animals and tissue extraction

All animal protocols were approved by the University of Haifa Institutional Ethics Committee (Permit# 193/10).The experimental design and the animals tested in the experiments are listed in Table 1. *Spalax* was captured in the field and kept in individual cages in the Animal Facility of the Institute of Evolution, University of Haifa. Mice were purchased from Harlan Laboratories (currently Envigo, Jerusalem, Israel). Twenty-Two *Spalax* and 12 mice (C57BL/6) were treated with 3MCA. All animals were kept at 21°–23 °C in a 12:12 light-dark cycle with free access to food and water. Untreated control *Spalax* animals were anesthetized with isoflurane when biopsies were taken (4% mixed in oxygen for the initial anesthesia; followed by 3% isoflurane flow for 20 min), then animals were kept in the Animal Facility under veterinary observation for recovery. Animals with tumor growth and control mice received 10% isoflurane, continued for more than 2 min after breathing stopped, when the samples were taken.

The 3MCA treatment was done according to Manov et al.’s [10] paper. A single subcutaneous injection of 3MCA was administered to the left-flank of the neck of the *Spalax* and mice. When the tumor length reached about 2–3 cm, it was completely removed. The most proximal ~ 0.5 cm was harvested for RNA extraction, after pathological confirmation defining it as fibrosarcoma. For the control animals or the resistant *Spalax* individuals a similar sized neck muscle biopsy was removed for RNA extraction. The ages of the mice were 3 to 4 months. The age of *Spalax* cannot be accurately determined, as the species cannot be bred in captivity and are instead captured in the field; hence only their weight upon capture and the years they survive in captivity can serve as a reference of their age. Accordingly, we estimate the age of the treated animals to be between 2 years old to over 10 years old. Animals were checked for tumor growth once a week until such growth was palpable. The animals were then checked two to three times a week.

For histological examination, samples were fixed in 4% paraformaldehyde dissolved in PBS; they were then dehydrated in increasing concentrations of ethanol and embedded in paraffin. Form these blocks, five-micrometer sections were cut and stained with hematoxylin and eosin for microscopic histopathological examination to assess their tumorigenesis status.

### RNA extraction and sequencing

RNA was extracted using the Qiagen miRNeasy Minikit according to the manufacturer’s protocols. In short, frozen tissues were homogenized in QIAzol lysis reagent (Qiagen). After the addition of chloroform, the solution was vortexed and centrifuged. Ethanol was added to the aqueous phase and passed through a Qiagen cleanup column. Total RNA was eluted in 30 ul volumes. Quality was assessed on an Agilent bioanalyzer, and concentrations were determined by Qubit. Sequencing was performed by the Functional Genomics Unit of the W. M. Keck Center at the University of Illinois, USA. 1μg of total RNA was used to construct the libraries using the TruSeq Small RNA Sample Prep kit (Illumina). The strand-specific RNA-Seq libraries were prepared with Illumina’s “TruSeq Stranded RNA Sample Prep” kit. The libraries were pooled in equimolar concentrations, and the pool was quantitated by qPCR and sequenced on one lane (small RNAs) or two lanes (RNA-Seq) for 101 cycles on a HiSeq2500 using a TruSeq SBS sequencing kit, version 4. Fastq files were generated and demultiplexed with bcl2fastq v1.8.4 conversion software (Illumina).

### RNA-Seq filtering and mapping

Sequencing was performed by the Functional Genomics Unit of the W. M. Keck Center at the University of Illinois. The single-end RNA-Seq data were evaluated for their quality with Fastqc (www.bioinformatics.babraham.ac.uk). The reads were trimmed from adapters and regions of low quality using Trimmomatic 0.33 [42]. The filtered fastq files were stored in the Gene Expression Omnibus repository (GSE117501). To map the *Spalax* genome, we used the genome published by Fang et al. as a reference [8]. For mice, we used the reference genome published by NCBI. The reads were mapped to their respective genomes using TopHat2 [43] along standard parameters. Sorting and indexing were done using samtools [44], and the genes were counted using htseq-count [45]. The alignments were visualized using IGV [46, 47].

### Differential expression analysis

Gene expression analysis was conducted using EdgeR [48] and DESeq2 [49]. Genes were considered differentially expressed if they had an adjusted *p* value ≤0.05. While both algorithms produced similar results, we used the consensus of both results as being differentially expressed. Functional annotation was done in R [50] using the packages topGO [51], KEGGREST [52], and biomarRt [53] for the GO [54] and KEGG [55] annotation. Gene descriptions and gene synonyms were acquired through Ensembl [56]. Gene relations were visualized using Cytoscape [46]. Additional gene information was gathered with GeneMANIA [11] and the web-based tool cBioPortal [57].

### microRNA sequencing, filtering and mapping

Libraries were constructed using the TruSeq Small RNA Sample Prep kit (Illumina, CA, USA). The libraries were quantitated by qPCR and sequenced on one lane for 101 cycles from one end of the fragments on a HiSeq 4000 using a HiSeq 4000 sequencing kit, version 1. Fastq files were generated and demultiplexed with bcl2fastq v2.17.1.14 conversion software (Illumina). Adaptors were trimmed from the reads, which were then mapped using mirDeep [58]. Differential expression analysis was conducted using DESeq2 [49], while microRNA targets and regulators were taken from OncomiRDB [59].

## Additional file

Additional file 1: **Table S1.** RNA-Expression of *Spalax*. RNA expression divided between the different samples. **Table S2**. 68 differentially expressed genes in carcinogen resistant *Spalax*. **Table S3**. miRNA analysis in *Spalax* candidate genes. Differential expression analysis of miRNAs in *Spalax* samples. **Table S4**. miRNA analysis in *Spalax* ECM genes. Differential expression analysis of miRNAs in *Spalax* samples of ECM related genes. **Table S5**. Expression values of Fanconi Anemia genes. Differential expression analysis for Fanconi Anemia genes in *Spalax*. **Table S6**. Differential expression analysis of *Spalax* UIS vs tumor. A |log2FC| ≥ 2 is a threshold for highly differentially expressed genes. We filtered the genes that belong to these categories: cell cycle, citrate cycle, immune system, extracellular matrix (ECM), hypoxia response, and degenerative diseases. **Table S7**. Differentially expressed genes in fibrosarcomas and granulomas. **Table S8**. Differentially expressed genes in granulomas only. **Table S9**. Differentially expressed genes in fibrosarcomas only.

## Abbreviations

3MCS: 3-methylcholanthrene, a chemical carcinogen
DEG: Differetially expressed gene
EMC: Extracellular matrix
IS: Injected, and treated side of the animals neck
NME2: Nucleoside diphosphate alkylase 2
ROS: Reactive oxygen species
SSTR4: Somatostatin Receptor 4
TGFβ1: Transforming growth factor β1
UCP1: Mitochondrial uncoupling protein
UIS: Uninjected, and untreated side of the animals neck

How the deposited data were processed for this re-analysis (not part of the article)

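MicroRNA was sequenced in 14 libraries, from the injected and uninjected sides of 2 *Spalax* with granulomas, 2 *Spalax* with fibrosarcomas and 3 mice with fibrosarcomas. The RNA-Seq libraries of the same study are not analysed here. The authors trimmed the adaptors, mapped the reads with mirDeep and compared the sides with DESeq2. The paper does not state the genome build or the settings of this mapping. The authors deposited the values as a signal per microRNA and library, namely reads divided by a size factor. This was worked out from the values: 100% of the values of the columns used were whole multiples of a step that differs between libraries. The steps of the mouse table equal the inverse of the median-of-ratios factors of its 6 libraries, and those of the *Spalax* table equal the inverse of the factors of all 14 libraries of both species. The *Spalax* table also holds 5 of the mouse libraries, whose mouse-table values were used. Reads recovered from both tables for 4 of these libraries differed by 0.

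Condition, animal and side were taken from the sample labels and from Table 1 of the paper. The pairing of an injected with an uninjected side rests on the animal numbers in both. The mouse uninjected library whose column number differs from its label was left unpaired. With the replicate block, this library and the tumor of mouse 1019 do not enter the mouse change, which rests on the 2 numbered pairs. The reads of any 2 libraries of the same condition differed by far more than sampling noise, with a chi-square per degree of freedom of at least 327.1, so all were kept as separate replicates.

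The design fixed before the data were examined was edgeR's quasi-likelihood test on counts. Since the files hold normalized values, the test used is limma on log2(value + 1), with a spread that follows the mean, on microRNAs with a value of at least 10 in at least 2 *Spalax* or 3 mouse libraries. The 8 *Spalax* libraries share a fit with a mean for each condition and side, from which the granuloma and fibrosarcoma changes, their difference and the comparison of the uninjected sides were taken. The mouse libraries were fitted separately, because the tables were normalized separately. The Benjamini-Hochberg threshold was 0.05. In the text, a normalized count is a deposited value, and reads are the recovered whole reads. A fold change against a condition whose libraries all had 3 reads or fewer divides the mean normalized count of the other condition by that of 3 reads. It is a lower bound for the ratio of means as far as counting error goes, and does not cover the spread between animals. The share of reads on muscle microRNAs, from a list fixed in advance, was compared within animals by an exact sign-flip test. Correlations between comparisons were taken across microRNAs, with 2000 bootstrap draws for the intervals.

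The microRNAs named in the text were chosen by a rule fixed before the data were examined: the 22 microRNAs of Tables S3 and S4, the muscle microRNAs, miR-451a, miR-144 and miR-142, the 3 largest rises and the 3 largest falls past the threshold in each comparison among those that changed the same way in every animal, and the 3 smallest p-values of the difference and of the uninjected sides. The text reports those that bear on a claim, and where it names others it says so.

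The alternatives fixed before the data were examined were edgeR's quasi-likelihood test with DESeq2's size factors, scaling to total reads, leaving out the muscle microRNAs before the size factors are computed, no filter, DESeq2's Wald test with and without its prior on fold changes, the animal as a replicate block in edgeR and in DESeq2, fits of only the libraries compared, and leaving out each library in turn. Alternatives chosen after seeing the data were edgeR with TMM factors, which is the test of the fixed design on the recovered reads, a pseudocount of 0.1, limma without the trend in the spread, limma with the replicate block, and counting names with identical values once. On the recovered reads, edgeR with TMM factors called 205 microRNAs in granuloma, 159 in *Spalax* fibrosarcoma and 325 in mouse fibrosarcoma. Leaving out the muscle microRNAs also put TMM factors in place of the authors' size factors, so its results mix both changes.

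The libraries held between 2034574 and 13982842 reads on microRNAs. Reads have no molecular identifiers, so shares at the floor of 3 reads cover counting error only. The tests were tried on simulated reads with the uninjected means and the size factors of the real libraries. Every microRNA had the same relative spread, changes were as likely up as down, and the muscle microRNAs were not lost. There limma recovered 87.9% of 182 changed microRNAs in the design of the granuloma comparison. It recovered 85.7% of 182 in that of *Spalax* fibrosarcoma and 94.5% of 183 in that of mouse fibrosarcoma. It called 4 of 201, 3 of 213 and 5 of 316 unchanged microRNAs. The real injected sides lose the muscle microRNAs, so these figures do not give the error rates of the real comparisons. Positions of microRNA genes are from GENCODE M21 on GRCm38. Versions were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and Python 3.11.15.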

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

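Several tests of explanations in this section were chosen after the results they bear on had been seen. For the cluster described below, they leave out single libraries, bound mouse reads, allow for correlation between microRNAs or use the stromal microRNAs. Others scale to library totals with nothing taken off, match microRNAs in GC content or look at mouse fibrosarcoma. The tests of the other splits and of explanations of the muscle share were also chosen then. The muscle list had been fixed in advance. So had leaving out libraries and scaling to totals, as alternatives for the calls and not as tests of the cluster.

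The change from the uninjected to the injected side differed between *Spalax* granuloma and fibrosarcoma for 17 microRNAs, by a test of the difference itself. Those covered by the naming rule were miR-370-3p, with a difference of 6.16 on the log2 scale, miR-296-3p with 5.25, miR-409-3p with 5.16, miR-1193-5p with 4.95 and miR-296-5p with 4.15. Of the 17, 13 belong to a cluster of 66 microRNA genes on mouse chromosome 12 (GRCm38, 109544541 to 109747960), which gives 13.9% of the microRNAs tested. The cluster was noticed after these microRNAs had been seen. Over its 62 microRNAs tested in *Spalax*, the median log2 fold change was 2.67 in granuloma, -1.34 in *Spalax* fibrosarcoma and, over 71 in mice, 3.09 in mouse fibrosarcoma, and the median difference between the *Spalax* tumor types was 4.12. With the replicate block, the median in mouse fibrosarcoma was 3.49, from the numbered pairs alone, and those in *Spalax* were unchanged. Scaled to library totals, the change in *Spalax* fibrosarcoma was -0.022, against a median of 1.46 for all microRNAs, which puts the cluster at -1.48 relative to them. The cluster took 3.76% and 1.62% of the reads in the granulomas, 0.0488% and 0.136% in the *Spalax* fibrosarcomas and between 0.0830% and 0.196% at the uninjected sides of *Spalax*.

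Several technical explanations of the cluster's difference were tested. With each *Spalax* library thinned to 2034574 reads, the median difference was 3.84 over 47 members. Unequal depth therefore does not account for all of the difference of these members. Members that were not tested after thinning are not covered. With single libraries left out, the cluster's median difference stayed between 3.50 and 4.87, so it does not rest on a single library. With reads scaled to library totals it was 4.40, so the authors' size factors do not account for all of it. Less the median of all microRNAs it was 4.39 under that scaling, which is no test of the size factors, because taking off the median cancels any scaling. A linear adjustment for the GC content of the mouse hairpins, known for 100% of the members tested, hardly moved it (4.14). Among the 49 members that did not pass the threshold themselves, the median difference of 4.01 was reached by 0% of 10000 random sets of other microRNAs with matched expression, whose medians lay around -0.31, so low abundance does not account for it. It was reached by 0% of as many random sets matched in hairpin GC, so GC content does not account for it either. Reads from mouse libraries would have to make up 43.0% of the reads in the granuloma libraries to give the cluster's share. None of 9 microRNAs read in mice and nearly absent at the uninjected side of *Spalax* had a read in the granulomas, which at the floor of 3 reads bounds this source at 0.10% of the cluster's reads. The bound holds only if those microRNAs could be counted in a *Spalax* library. The genome and settings used to map the *Spalax* reads with mirDeep are not stated. A further test used 227 microRNAs outside the cluster that were counted at every uninjected side of *Spalax* and in every mouse tumor. Of these, 29 (12.8%) took a smaller share in both granulomas than that amount of reads like those of the mouse tumors would bring. Of the cluster's 62 members tested, 6 took a larger share in both granulomas than in every mouse library. Mouse reads of that composition therefore do not account for all of the cluster's share. A smaller part from this source is not ruled out. The members of the cluster are correlated with each other. An exact permutation test cannot reach 0.05 with 2 animals against 2, and limma's camera test, a model that allows for the correlation, gave p = 0.0190 without the replicate block and p = 0.0622 with it, on a set chosen after its members had been seen, so the pattern cannot be told apart from chance.

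Biological explanations were also set against the data. Fibrosarcoma as such does not lower the cluster in both species, since its median change was 3.09 in mouse fibrosarcoma. A list of 9 stromal microRNAs, written after a member had been seen, rose by a median of 2.60 in granuloma, 0.60 in *Spalax* fibrosarcoma and 1.14 in mouse fibrosarcoma, and the median of their differences between the *Spalax* tumor types was 1.53, so a larger share of fibroblasts in granuloma may contribute. The granuloma-bearing animals were sampled 14 and 16 months after the injection and the fibrosarcoma-bearing ones 18 and 30 months after it, so tumor type and time cannot be told apart with 2 animals of each. A lower output of the cluster in *Spalax* fibrosarcoma than in granuloma therefore remains a hypothesis, which cannot be told apart from chance in these 4 animals or from cell composition.

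Every *Spalax* fibrosarcoma and every mouse fibrosarcoma moved in opposite directions for 3 microRNAs of the paper's tables, a difference between the species that was not tested. The log2 fold changes in *Spalax* and mouse were -2.76 and 4.97 for miR-370-3p, a member of the same cluster, -0.38 and 0.55 for miR-125b-5p, and 1.50 and -0.61 for miR-34a-5p. Scaled to library totals, miR-125b-5p in *Spalax* fibrosarcoma was 1.31 and miR-34a-5p in mouse fibrosarcoma 1.76, so for these the opposite directions depend on the scaling. With 2 and 3 animals such patterns can arise by chance among the 22 microRNAs looked at, and no biological explanation was tested.

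Outside the 22 microRNAs of the paper's tables, 206 microRNAs passed the threshold in granuloma, 157 in *Spalax* fibrosarcoma and 308 in mouse fibrosarcoma, which the paper does not discuss. Of the 4 splits of the mouse libraries that part both numbered pairs, 1 gave as many microRNAs past the threshold, the real split. Each of the others, and the 6 splits that part fewer pairs, gave 0 (between 0 and 29 with an unadjusted p under 0.05), but with so few splits the share cannot fall under 0.05, so this comparison decides nothing about chance. In the simulated reads of this design, 5 of 316 unchanged microRNAs were called. Those reads had the same relative spread for every microRNA and no loss of muscle microRNAs, so this number need not hold for the real libraries. The share of reads on muscle microRNAs was lower at the injected side in 6 of 6 pairs, with an exact paired p of 0.0312, and the mean difference was -32.4 percentage points with every library thinned to the smallest total, which is no test of depth, because thinning leaves a share unchanged on average. The fall in share is consistent with muscle being present in the uninjected samples and largely missing from the tumors, in which case many of the changes may reflect a difference in tissue and not the tumor's own regulation.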

How the results depend on the processing

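EdgeR with TMM factors, the pseudocount of 0.1, limma without the trend, limma with the replicate block and counting identical names once were chosen after seeing the data. The numbers of microRNAs past the threshold in granuloma and in *Spalax* fibrosarcoma stayed within 1.5 times their values under all 15 alternatives tried, from 192 to 306 and from 137 to 239. In mouse fibrosarcoma the 13 alternatives reached up to 441 with total scaling, and 1 lay outside 1.5 times the value, edgeR with the replicate block, with 136. With the block, the mouse change rests on the numbered pairs alone, so fewer libraries and the pairing cannot be told apart there. Leaving out each mouse library in turn gave from 219 to 340. Leaving out a *Spalax* library leaves a condition with a single library, so no calls were made there. The cause of these changes was not tested, nor was that of the others below.

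The number of microRNAs that differ between the *Spalax* tumor types depended most on the test. It was 56 with DESeq2, 57 with DESeq2 and its prior, 51 with DESeq2 and the replicate block, 28 with edgeR and the replicate block and 33 with total scaling. It was 5 with limma and the replicate block, and 0 without the filter (107 with an unadjusted p under 0.05) and with a pseudocount of 0.1 (89 with an unadjusted p under 0.05). The smallest adjusted p was 0.0686 without the filter and 0.0507 with that pseudocount, and ranged from 1.60e-07 to 0.0686 over the 13 alternatives. All 17 microRNAs were among those called by DESeq2, by edgeR without the block, and with total scaling. Some calls went the other way, with the higher change in *Spalax* fibrosarcoma. They were 4 with DESeq2, 4 with its prior, 4 with DESeq2 and the replicate block and 1 with edgeR and the replicate block. For the uninjected sides the number was 1 with DESeq2 on the compared libraries alone, with or without the prior, and 0 under the others. The call was miR-363-3p, named because it was the single one, after its values had been seen (adjusted p = 0.00135 and 0.00132), and the smallest adjusted p ranged from 0.00132 to 1 over the 12 alternatives.

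Among the correlations, Pearson's r between granuloma and *Spalax* fibrosarcoma was 0.669 with the muscle microRNAs left out and from 0.683 to 0.791 with each library left out. Spearman's rho was from 0.531 to 0.654 with each library left out. Between granuloma and mouse fibrosarcoma, r was 0.669 with edgeR and TMM factors, 0.670 with edgeR and DESeq2's factors and 0.673 without the filter, where rho was 0.630. Between *Spalax* and mouse fibrosarcoma, r was 0.395 with edgeR and TMM factors and 0.389 with DESeq2's factors. The mean difference in muscle share was -31.9 percentage points with miR-1 and miR-133a alone and from -34.1 to -31.4 with each animal left out, where the exact sign-flip test cannot give a p under 0.0625 with 5 pairs.

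For 74 changes of single microRNAs, 1029 alternatives were computed: 920 kept direction and side of the threshold, 43 lost and 40 gained the threshold, and 26 changed direction. Of 378 values with a library left out, 307 kept direction and side of the threshold or, in *Spalax*, moved by less than the spread. In *Spalax* no test was made, so the threshold played no part there. Another 52 in *Spalax* moved by more than the spread, while 9 in mice lost and 3 gained the threshold and 7 in mice changed direction. Among the untested *Spalax* values in the first 2 of these counts, 8 also took the opposite sign. They belong to miR-181a-5p in fibrosarcoma, which lay from -0.46 to 0.30, miR-34a-5p in granuloma, from -1.67 to 0.68, miR-122-5p in granuloma, from -1.45 to 0.65, miR-93-5p in granuloma, from -0.063 to 0.11, and the difference of miR-223-3p between the tumor types, from -2.12 to 1.19. With total scaling, the reversed log2 fold changes were those of miR-181a-5p in granuloma (1.33), *Spalax* fibrosarcoma (1.61) and mouse fibrosarcoma (0.84), miR-34a-5p in granuloma (1.34) and mouse fibrosarcoma (1.76), miR-122-5p in granuloma (1.01) and miR-125b-5p in *Spalax* fibrosarcoma (1.31). With edgeR and DESeq2's factors, miR-181a-5p in *Spalax* fibrosarcoma was 0.031 and miR-34a-5p in granuloma 0.0083. MiR-181a-5p in *Spalax* fibrosarcoma was 0.016 with edgeR on the compared libraries alone, and miR-34a-5p in granuloma 0.021 with DESeq2. In mouse fibrosarcoma, miR-615-5p was -0.34 with edgeR and TMM factors, -0.55 with edgeR and DESeq2's factors, -0.47 with DESeq2, -0.43 with its prior, -0.74 with edgeR and the block, -0.70 with DESeq2 and the block and -0.64 with limma and the block. MiR-135a-5p there was -0.99 with edgeR and TMM factors, -1.17 with DESeq2's factors, -1.01 with DESeq2 and -0.90 with its prior. MiR-93-5p in granuloma was -0.071 with the muscle microRNAs left out, -0.14 with DESeq2 and its prior, -0.051 with edgeR on the compared libraries and -0.15 with DESeq2 on them. With each mouse library left out, miR-182-5p lay from -0.74 to 0.74, miR-615-5p from -0.65 to 1.14 and miR-135a-5p from -1.48 to 1.34.

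Depth limits the microRNAs with few reads. At the injected side of *Spalax* fibrosarcoma, miR-122-5p had at most 1 read and miR-370-3p at most 4, so the sizes of their falls are not known well. The alternative that sums entries of the same mature microRNA was not run, because each name has a single entry. The crossed pairing was not run, because no pairing check fell under -0.1.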

Differences from the paper's values

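The log2 fold change of miR-370-3p in mouse fibrosarcoma was 4.97, against the paper's 3.59. At the uninjected side of mice it had between 0 and 29 reads, with none in the library of mouse 512. Among the alternatives set before the data were examined, edgeR with DESeq2's size factors (3.77), DESeq2 (3.91) and DESeq2 with its prior (3.59) gave values that no longer differ from the paper's, as did leaving out the tumor library of mouse 1019 or of mouse 1023 or the uninjected library of mouse 512, while the others did not. EdgeR with TMM factors, chosen after seeing the values, gave 3.81 and also falls within the paper's value. For miR-93-5p in granuloma the value was 0.025 against the paper's -0.14, and the standard error was 0.35. Of the alternatives set in advance, leaving out the muscle microRNAs, DESeq2 or edgeR on the compared libraries alone, DESeq2 with its prior, and leaving out either library of animal 976 gave negative values as in the paper, and the others did not. For miR-615-5p in mouse fibrosarcoma the value was 0.12 against the paper's -0.43. EdgeR with DESeq2's size factors, DESeq2, DESeq2 with its prior, the replicate block in edgeR and in DESeq2, and leaving out the unnumbered uninjected library, the tumor library of mouse 1019 or the uninjected library of mouse 1023 gave negative values, and the others set in advance did not. EdgeR with TMM factors (-0.34) and limma with the replicate block (-0.64), which were chosen after seeing the values, were also negative. The paper gives 27 microRNAs that target *Cdkn1a* and *Foxo1*, against 16 distinct names in Table S3. No alternative bears on this number.

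Over all entries of Tables S3 and S4, DESeq2 with its prior on the compared libraries alone is the setting under which the values fall within the paper's. The largest gap was 0.00033 in granuloma, 0.00011 in *Spalax* fibrosarcoma and 0.00038 in mouse fibrosarcoma, and 0 of the calls differed.

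For 8 entries the side of the threshold differed, by limma's adjusted p. The paper's tables place 6 changes past it that were not: miR-182-5p in granuloma (adjusted p = 0.0651), miR-224-5p in *Spalax* fibrosarcoma (0.0989), miR-96-5p (0.0634), miR-296-5p (0.192) and miR-17-5p (0.0514) in mouse fibrosarcoma and miR-34a-5p in *Spalax* fibrosarcoma (0.182). Of the alternatives set before the data were examined, DESeq2 with its prior and total scaling called all 6, and DESeq2 on all libraries called the same ones except miR-34a-5p. DESeq2 on the compared libraries alone called miR-182-5p, miR-224-5p and miR-34a-5p. EdgeR with DESeq2's size factors called miR-182-5p and miR-96-5p, leaving out the muscle microRNAs called miR-96-5p and miR-17-5p, and edgeR on the compared libraries called miR-224-5p. EdgeR with the replicate block called miR-182-5p, and DESeq2 with the block called miR-182-5p and miR-224-5p. Leaving out the tumor library of mouse 1019 called miR-96-5p and miR-17-5p, and leaving out that of mouse 512 called miR-296-5p. Chosen after seeing the values, edgeR with TMM factors called miR-182-5p, miR-96-5p and miR-17-5p, and limma with the replicate block called miR-182-5p (0.00635) and miR-224-5p (0.0434). In the other direction, miR-615-5p (0.0266) and miR-125b-5p (0.0379) passed in granuloma and do not pass in the paper's tables. MiR-615-5p did not pass with DESeq2 on the compared libraries alone, with or without its prior. MiR-125b-5p did not pass with edgeR or DESeq2 in any form, without the muscle microRNAs or without the filter, and, among settings chosen after seeing the values, with edgeR and TMM factors, without the trend or with limma and the replicate block.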

Other observations

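The comparisons of neighbouring genes and of miR-135a below were chosen after the values were seen. Of the 4 microRNAs outside the chromosome 12 cluster whose change differed between the *Spalax* tumor types, 3 come from a pair of neighbouring genes on mouse chromosome 2 (GRCm38), those of miR-296 (174267047 to 174267125) and miR-298 (174267504 to 174267585), 379 bp apart on the same strand. Their differences were 5.25 for miR-296-3p, 4.15 for miR-296-5p and 3.47 for miR-298-5p, with limma's adjusted p = 0.0432 for each. The other, miR-199a-5p, had a difference of 2.80. MiR-296-3p alone of these 4 passed the threshold with the replicate block (adjusted p = 0.0442), where the adjusted p-values were 0.0646 for miR-296-5p, 0.0646 for miR-298-5p and 0.0598 for miR-199a-5p. Whether these genes lie together in the *Spalax* genome was not tested.

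MiR-135a-5p fell to 0 reads in all 4 *Spalax* tumors, from 2188 and 2659 reads at the uninjected sides of the granuloma-bearing and 1346 and 1619 of the fibrosarcoma-bearing animals. In mice the uninjected libraries held between 0 and 36 reads and the tumors between 11 and 16, and its log2 fold change was 0.14 (standard error 1.40). The difference between the species was not tested.

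At the uninjected sides, the smallest p-values belonged to miR-122-5p, with a log2 difference of -3.14 between granuloma-bearing and fibrosarcoma-bearing *Spalax*, miR-1843b-3p with -2.12 and miR-292a-3p with 2.30, and each had a limma adjusted p of 1. MiR-142a-3p, listed in advance as a microRNA of blood or immune cells, was higher in the tumors in all 3 comparisons, with log2 fold changes of 3.79 in granuloma, 4.71 in *Spalax* fibrosarcoma and 2.21 in mouse fibrosarcoma (adjusted p = 0.00392, 0.00220 and 0.00852). Its other arm, miR-142a-5p, changed by 2.17, 2.83 and 1.35 (adjusted p = 0.00458, 0.00205 and 0.0965), and in mice neither passed the threshold nor rose in every animal. MiR-451a, from the same list, had negative log2 fold changes, -1.07, -1.29 and -2.54 (adjusted p = 0.339, 0.287 and 0.0573), and passed the threshold in no comparison. Nor did miR-144-5p, with -0.69, -0.79 and -2.23, or miR-144-3p, with -0.16, -0.19 and -1.20, also from that list (adjusted p of at least 0.0891).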
